# GlioM&M: Web-based tool for studying circulating and infiltrating monocytes and macrophages in glioma

**DOI:** 10.1038/s41598-020-66728-w

**Published:** 2020-06-18

**Authors:** Erik R. Abels, Sybren L. N. Maas, Eric Tai, David T. Ting, Marike L. D. Broekman, Xandra O. Breakefield, Joseph El Khoury

**Keywords:** Data publication and archiving, CNS cancer, Innate immune cells, Tumour immunology

## Abstract

Monocytes, macrophages and microglia make up a large part of the glioma environment and have an important role in maintaining and propagating glioma progression. Targeting these cells to inhibit their tumor-promoting effect and reprogramming them into an anti-tumor phenotype is a potential therapeutic approach for glioma. In this study we analyzed the transcriptomes of eight different monocyte subgroups derived from the brain and the blood of glioma-bearing mice. We compared the expression profile of blood-derived monocytes versus tumor-infiltrating monocytes and found increased expression of both pro- and anti-inflammatory pathways in tumor infiltrating monocytes. To help disseminate these datasets, we created a user-friendly web-based tool accessible at www.glioma-monocytes.com. This tool can be used for validation purposes and to elucidate gene expression profiles of tumor-interacting monocytes and macrophages as well as blood-derived circulating monocytes. This tool can also be used to identify new markers and targets for therapy in these different cell populations.

## Introduction

Glioblastomas (GBs) are the most common and lethal primary brain tumors and are characterized by their highly aggressive nature including rapid tumor growth, diffuse invasiveness and resistance to therapy^1,2^. GBs consist of a heterogeneous population of malignant cells and various types of stromal cells, which all contribute to tumor formation, progression and response to treatment^3–5^. GB cells have been shown to affect endogenous central nervous system (CNS) cells, such as microglia, astrocytes, oligodendrocytes, endothelial cells and neurons as well as infiltrating monocytes/macrophages^3^. Tumor-cell production and secretion of chemokines and cytokines—including growth and angiogenic factors and extracellular matrix modifying enzymes, as well as RNA and proteins within extracellular vesicles—create a favorable tumor microenvironment^3,6^.

In glioma, the microenvironment, including the blood-brain barrier, is severely disrupted resulting in the infiltration of myeloid-derived innate immune cells^6^. In established glioma tumors, a large proportion of the immune cells are microglia supplemented with infiltrating monocytes recruited from the blood circulation that subsequently can differentiate into macrophages^7^. In the circulating blood, two subtypes of monocytes exist that can be differentiated based on the expression level of Ly6C. Ly6C^low^ monocytes are characterized as “patrolling monocytes” and remain in the bloodstream^8^. The main function of these monocytes is to monitor the blood vessel walls and initiate vessel repair^9^. Ly6C^high^ monocytes have the capacity to sense and extravasate into tissue sites of inflammation and injury, including tumors^10–12^. Once within a glioma tumor, the Ly6C^high^ monocytes are activated and due to different factors secreted from tumors, a portion of infiltrating cells differentiate into macrophages^10^. Recently it has been shown that some infiltrating monocytes can also remain as monocytes within the tissue, where they acquire antigen-presenting functions^13^.

The influx of blood-derived monocytes and recruitment of microglia into a tumor tends to support tumor progression to more malignant grades^14^. Due to the overlap in cellular markers in human tissue, these two cell types are commonly grouped together as tumor associated myeloid cells (TAMs)^3,5,7^. TAMs are recruited to the tumor site through tumor secretion of cytokines and chemokines, including ATP, CSF-1, CCL2, GDNF, GM-CSF HGF/SF, MCF-3, SDF-1, TNF and VEGF^6,15^. To support tumor growth, TAMs secrete angiogenic factors such as CXCL2, EGF and VEGF, to induce neovascularization which is required to keep the tumor supplied with nutrients during its expansive growth^15,16^. GBs are characterized by a high level of tumor cell invasiveness, which is supported by extensive tissue remodeling. TAMs contribute to this process by the secretion of matrix metalloproteases (MMPs). For example, MMP2 degrades the brain extracellular matrix facilitating tumor cell migration^17^. In addition, TAMs have been shown to produce low levels of pro-inflammatory factors, but do not express T-cell co-stimulatory molecules, such as CD80 and CD86, indicating an inability to induce an immune response^18^. To better understand the underlining mechanisms of differentiation, immunosuppression, angiogenesis and tumor support by TAMs we profiled the RNA expression of different infiltrating monocytes and macrophages and compared them to circulating monocytes.

Understanding these types of cells is important since the focus of glioma therapy is shifted towards targeting the microenvironment as well as the tumor cells. Since the TAMs play a crucial role in maintaining the tumor, in the form of immune suppression and angiogenesis, inhibiting these features can yield a successful (adjuvant) therapy. Finding a suitable target in these cells can be achieved by studying the transcriptome. With the costs of RNA sequencing going down over the recent years, whole transcriptome analysis has become more accessible. While data submission into GEO database is becoming mandatory, retrieving data and accessing it is not user-friendly. Online resources, such as http://www.brainrnaseq.org/ or https://www.proteinatlas.org/, are examples of user-friendly, freely available datasets^19–21^. These can be used to analyze expression of specific genes in different tissues or CNS cell types. While these databases supply a baseline for gene expression levels in normal physiological setting, we have supplemented this by studying the RNA expression profile of the different monocyte subpopulations in a pathological setting.

We analyzed the RNA expression profile of different cell populations, including circulating Ly6C^high^ and Ly6C^low^ blood-derived monocytes, glioma monocytes and glioma macrophages divided into CCR2^high^ and CCR2^low^ subtypes. For the populations localized in the brain we further divided these populations into subpopulations based on the uptake of tumor-derived cell-membrane particles. This results in eight different populations of which drastic changes in RNA expression are observed once the cells had entered the glioma environment. Further analysis of specific cytokine pathways indicated a high level of activation of different cytokine-associated gene sets in the glioma-infiltrating cells. All these transcriptomic data have been compiled in a user-friendly web-based tool accessible at www.glioma-monocytes.com, making this data publicly available. This tool can be used for validation purposes and to elucidate gene expression profiles of tumor interacting-monocytes and macrophages as well as blood-circulating monocytes.

## Results

### Isolation of blood and brain infiltrated monocytes and macrophages in a glioma mouse model

To study the effect of glioma on the infiltrating innate immune cells, we implanted a syngeneic glioma cell line, GL261, into C57BL6.CCR2^RFP/WT^ mouse brains (Fig. 1a). These cells express a palmitoylated form of GFP, which results in anchoring of GFP into the inner leaflet of all cellular membranes^22^ (Fig. 1b). We used the cellular uptake of membrane (particle) associated GFP as a marker for interaction between the glioma and monocytes/macrophages. The tumor was grown for 30 days after which the brain and the blood of the mice were harvested. Blood-derived monocytes were isolated based on the expression of CD45, CD115, absence of CD11c and level of Ly6C to separate Ly6C^low^ patrolling monocytes and Ly6C^high^ infiltrating monocytes (Fig. 1c)^13^. Focusing on the infiltrating myeloid cells, we isolated monocytes and macrophages using antibodies to CD11b, CD45, Ly6C and F4/80^11,23^ and fluorescence activated cell sorting (FACS), with subsequent separation based on the presence of glioma-derived GFP (Fig. 1d). Infiltrating cells were separated from microglia based on high CD11b and CD45 expression. In control brains, lacking a tumor, this CD45^high^ Cd11b^high^ population of infiltrating myeloid-derived cells was absent (Supplementary Fig. S1). Taken together, FACS using a panel of myeloid cell surface markers defined 8 different populations of blood-circulating and tumor-infiltrating cells subdivided based on the uptake of glioma-derived membrane-bound GFP.

**Figure 1:**
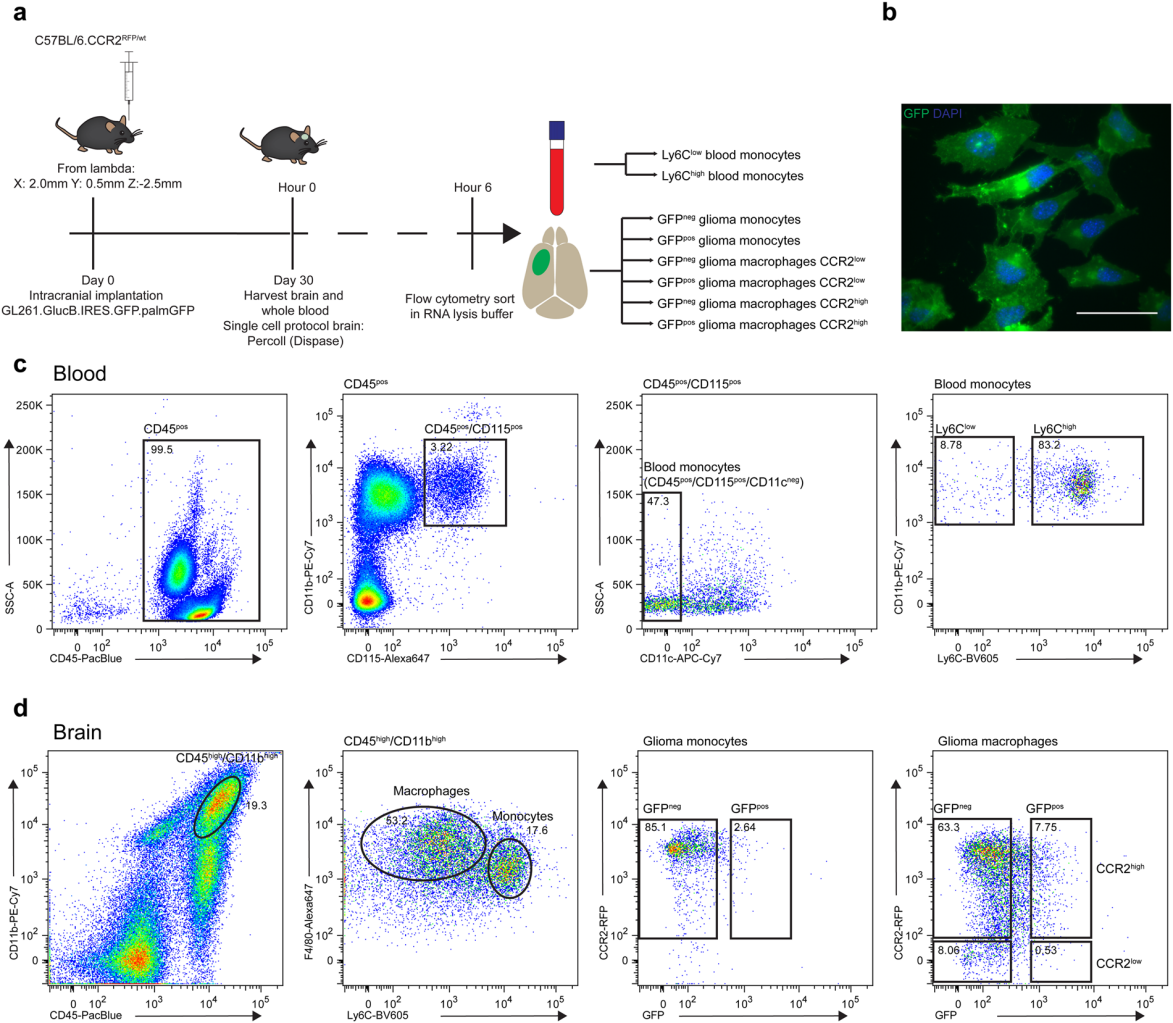
Isolation of blood and brain infiltrated monocytes and macrophages from glioma mouse model. (**a**) Schematic overview of experiment shows timeline and methods used. (**b**) Glioma cell line GL261.BpalmGFP was injected intracranially into syngeneic mouse to establish brain tumor model. Scale bar 50 µm (**c**) Glioma monocytes and macrophages were separated from microglia by FACS based on the expression level of CD45 and CD11b. Monocytes were isolated based on the presence of F4/80 and high expression of Ly6C, macrophages were further divided into CCR2 high and low. (**d**) Blood from tumor-bearing mice was harvested using cardiac puncture. Inflammatory monocytes (CD45^high^, CD115^high^, CD11c^low^ and Ly6c^high^) and patrolling monocytes (CD45^high^, CD115^high^, CD11c^low^, Ly6c^low^) were isolated from whole blood by FACS.

### Global analysis of gene expression

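RNA was sequenced from 8 populations of sorted cells from tumor-bearing mice. GL261 is a mouse glioma cell line, here made to carry a membrane-bound GFP that other cells can take up, and it had grown in the brain for 30 days (the methods give 4 weeks). Blood gave Ly6C high and Ly6C low monocytes. The brain gave monocytes, CCR2 high macrophages and CCR2 low macrophages, each sorted as GFP pos or GFP neg. The 4 mice carry the numbers 22, 23, 24 and 26. Blood monocytes came from mice 22, 23 and 24, glioma monocytes from mice 22, 24 and 26, and macrophages from all 4 mice. From each sample 500 pg of RNA was reverse transcribed after synthetic spike-in RNAs (ERCC) had been added, and libraries were sequenced as 75-bp paired ends. The authors aligned the reads to the mm10 genome with STAR, removed duplicate reads and counted with htseq-count the reads that lay within a single annotated gene. The deposited values are these whole-number counts, without normalization, for 45317 genes and 92 spike-in RNAs in 30 libraries. The paper left out samples with fewer than 6000 genes at 5 or more reads. The first library of Ly6C low monocytes from mouse 23 had 3460 such genes and was left out, and the second library of that sample, with 6475 such genes, was used. Both libraries of GFP pos glioma monocytes from mouse 22 passed and were summed, which left 28 replicates. The paper gives n = 3 per cell type, while its heat maps of GFP neg cells show 4 columns for each macrophage population. All replicates were used, 3 for each monocyte population and 4 for each macrophage population. The counts on genes per replicate ranged from 1695446 to 4394847 (median 1700993, n = 3) in Ly6C high monocytes and from 1942915 to 3222246 (median 2690612, n = 3) in Ly6C low monocytes. They ranged from 1683203 to 2154652 (median 2125807, n = 3) in GFP neg glioma monocytes and from 1553616 to 5689644 (median 2491057, n = 3) in GFP pos glioma monocytes. CCR2 high macrophages had 1688256 to 4688949 (median 3138153.5, n = 4) without GFP and 1710065 to 4825813 (median 3053831, n = 4) with GFP. CCR2 low macrophages had 1799420 to 3809705 (median 1975677, n = 4) without GFP and 1845495 to 4201890 (median 2772690.5, n = 4) with GFP. For the tests, counts were scaled between replicates with edgeR's trimmed mean of M-values (TMM), which takes most genes to be unchanged. The 11566 genes with enough counts by edgeR's own filter were fitted in 1 quasi-likelihood model over all 8 populations, so that every comparison shares the same estimate of the spread. A gene was called differentially expressed at an adjusted p under 0.05. Normalized read counts are counts relative to the scaled library size (CPM), given as mean ± SD over mice. The reads carry no molecular identifiers, so an interval on a count covers counting error only. Gene positions are those of GENCODE vM21 on GRCm38, matched by the gene symbols the counts carry.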

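The 250 genes with the largest variance of regularized log counts (rlog, from DESeq2) over the 28 replicates were compared between blood and brain. Of these, 187 genes (74.8%, exact 95% binomial confidence interval 68.9% to 80.1%) had a higher mean in every brain population than in both blood populations, and 30 had a lower mean in every brain population. The remaining 33 genes showed neither pattern. The interval takes the 250 genes as independent draws, which they are not, and leaves out the spread between mice. Hierarchical clustering of the replicates on these genes placed the 6 blood replicates in 1 of the top 2 clusters and the 22 brain replicates in the other. The choice that moved the share most was to take all genes in place of the 250 most variable, which gave 30.5%. Log2 CPM in place of rlog values gave 86.4%.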

To analyze the difference in gene expression between the 8 different groups, the top 250 most differentially expressed genes showed a large variation between blood and brain-derived populations (Fig. 2a). This was further confirmed by plotting the samples using a principle components analysis (PCA). Here we show large variations between blood and brain cells, while the difference within the brain samples is less prominent (Fig. 2b). 

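On the 500 most variable genes, the first principal component held 59.7% of the variance and the second held 11.6%. The blood replicates lay between -60.1 and -53.7 on the first component and the brain replicates between -2.42 and 29, so the gap between the compartments was larger than the spread within either. On the second component, mouse 24 lay highest and mouse 26 lowest in every brain population. Brain replicates of mouse 24 lay between 7.71 and 29.1 there, those of mouse 26 between -27.5 and -9.64. Those of mice 22 and 23 lay between -4.22 and 9.64. Within the brain the second component thus followed the mouse, which the main fit left out. The median distance between a blood and a brain replicate on the rlog scale was 79.8. It was 36.9 between brain replicates and 33.6 between blood replicates. Within the brain, replicates of the same population lay 34.8 apart and replicates of different populations 37.3 apart, as medians, and whether these differ was not tested. With each replicate left out in turn, the first component held 55.4% to 62% of the variance. The alternative that moved its share most was taking all genes, which gave 35.8%. The brain cells, unlike the blood cells, were released from tissue with enzymes, so compartment and handling cannot be separated on this component.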

To analyze the effect of tumor interaction by presence of GFP membranes within glioma monocytes, we compared the overall gene expression of GFP^pos^ and GFP^neg^ brain monocytes. 

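The comparison of GFP pos and GFP neg glioma monocytes rested on 3 mice, each of which gave both populations. Of the 11566 genes tested, 0 were called and the smallest adjusted p was 0.147 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 739 genes, 6.39% of those tested. In 1571 genes (13.6%) every GFP pos replicate lay on one side of every GFP neg replicate, where chance gives 10% for 3 against 3 unpaired samples. The depth and the number of mice set what could be detected. Among counts simulated from these libraries with 200 changed genes, the same test recovered 0.5% of changes of 1 on the log2 scale, 38% of changes of 2 and 63.5% of changes of 3. The alternative that moved the count most was DESeq2 without a prior on the fold changes, which called 21 genes, 9 higher and 12 lower in GFP pos cells. Leaving out the GFP pos replicate of mouse 22, or that of mouse 26, gave 1 called gene. With the first library of each sample alone, 3 genes were called. Scaling by the spike-in RNAs moved the median log2 fold change of all genes from 0.0686 to -1.37 and called 0 genes, with 1036 at an unadjusted p under 0.05.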

Interestingly, only 11 genes were expressed at significantly different levels between the groups, indicating that the uptake of glioma-derived membrane-bound GFP does not notably change the transcriptome of these cells (Fig. 2c). 

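Between Ly6C high and Ly6C low blood monocytes, each from mice 22, 23 and 24, 649 genes were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 227 (35%) were higher and 422 lower in Ly6C high monocytes. An unadjusted p under 0.05 was reached by 2527 genes. In 2062 genes (17.8%, against 10% by chance for unpaired samples) the replicates of both populations did not overlap. Genes were considered if they were called, their replicates did not overlap and their mean reached at least 10 CPM. Of these, the genes named here had the largest fitted log2 fold changes in each direction. *Abcc3*, *C1ra* and *Ltc4s* reached this mean in brain populations and not in either blood population. For a gene at 0 in a population the fitted value depends on the prior count, so the order of the named genes is not an order of measured change. Those with the largest fitted rise in Ly6C high monocytes were *P2ry13* (chromosome 3, 59207892 to 59210882), *Gab1* (chromosome 8, 80764438 to 80880519), *Abcc3* (chromosome 11, 94343295 to 94392997), *C1ra* (chromosome 6, 124512405 to 124523443) and *Vcan* (chromosome 13, 89655312 to 89742509). *P2ry13*, *Gab1*, *Abcc3* and *C1ra* were at 0 in every Ly6C low replicate and were at least 15.1-fold, 13.7-fold, 8.33-fold and 6.91-fold higher in Ly6C high monocytes, in this order. *Vcan*, which encodes a matrix proteoglycan, had a normalized read count of 142 ± 49.1 (SD, n = 3) in Ly6C high and 0.691 ± 1.2 (SD, n = 3) in Ly6C low monocytes (log2 fold change 7.41, standard error 1.70, adjusted p = 0.00955). Those with the largest fitted fall were *Ltbp1* (chromosome 17, 75005568 to 75392512), *Cxcl13* (chromosome 5, 95956951 to 95961068), *Ltc4s* (chromosome 11, 50236461 to 50238616), *Prg4* (chromosome 1, 150449412 to 150466165) and *Alox15* (chromosome 11, 70344152 to 70352031). *Ltbp1*, *Cxcl13*, *Ltc4s* and *Prg4* were at or under 3 counts in every Ly6C high replicate and at least 110-fold, 33.9-fold, 6.75-fold and 59-fold lower there. Without Ly6C low mouse 23 the bounds were 13.2-fold for *Ltbp1* and 37-fold for *Prg4*. *Alox15* had 2.15 ± 3.72 (SD, n = 3) against 278 ± 195 (SD, n = 3) normalized reads (log2 fold change -7.25, standard error 1.34, adjusted p = 0.00166). The replicates of Ly6C low monocytes spread widely in several of these genes, *Ltbp1* among them with 149.5 ± 228 (SD, n = 3). *Prg4* lost its call in each fit that left out 1 replicate other than Ly6C low mouse 24, with an adjusted p of 0.0707 to 0.177, and *Gab1* in the fits without Ly6C low mouse 22 (0.0504) or mouse 23 (0.0606). Over all alternatives their adjusted p ran from 0.0108 to 0.243 and from 0.000126 to 0.325.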

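The number of genes called between the blood populations moved with the fit. Fitted on the blood populations alone, which leaves 6 replicates to estimate the spread over 8928 genes, 0 genes were called and 634 had an unadjusted p under 0.05. DESeq2 without a prior called 1388. Leaving out 1 replicate gave 224 genes without Ly6C high mouse 23, 277 without Ly6C high mouse 24 and 2444 without Ly6C low mouse 24. Scaling by the spike-in RNAs moved the median log2 fold change of all genes from 0.0234 to 1.69. It called 36 genes, of which 97.2% were higher in Ly6C high monocytes. The spike-in RNAs made up 13.27% of the counts in the library of Ly6C low monocytes from mouse 23 that was used.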

Comparison of the transcriptome of the blood Ly6C^high^ and Ly6C^low^ monocytes revealed a total of 1292 significantly differentially expressed genes (Fig. 2d). Even more prominent were the changes between monocytes in the blood compared to those in the brain, as the differences between GFP^neg^ glioma monocytes and Ly6C^high^ blood-derived monocytes showed 1621 significantly upregulated genes and 398 significantly downregulated genes (Fig. 2e**)**. These results indicate that upon exiting the blood circulation, Ly6C^high^ classical infiltrating monocytes change their gene expression profile dramatically. 

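GFP neg glioma monocytes (mice 22, 24 and 26) were set against Ly6C high blood monocytes (mice 22, 23 and 24). In glioma monocytes 1286 genes were called higher and 310 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 80.6% of the calls were higher. In 4122 genes (35.6%, against 10% by chance for unpaired samples) the replicates of the populations did not overlap, and 1509 of the called genes were among these. By the rule used for the blood populations, the genes with the largest fitted rise were *Arg1*, *Igha* (chromosome 12, 113254830 to 113260236), *Cxcl2* (chromosome 5, 90903871 to 90905938), *Sparc* (chromosome 11, 55394500 to 55423183) and *Il1a* (chromosome 2, 129299610 to 129309972). All 5 were at 0 in every Ly6C high replicate. In glioma monocytes *Igha* was at least 667-fold, *Cxcl2* 632-fold, *Sparc* 331-fold and *Il1a* 314-fold higher. Without GFP neg mouse 26 the bounds of *Cxcl2* and *Il1a* were 227-fold and 195-fold, and without GFP neg mouse 24 that of *Igha* was 369-fold. The normalized read count of *Cxcl2*, which encodes a chemokine, was 858 ± 960.4 (SD, n = 3), and that of *Sparc*, which encodes a matrix protein, was 449 ± 87.1 (SD, n = 3), so that the spread between mice differed widely between these genes. *Igha*, the constant region of immunoglobulin A, is a transcript of plasma cells. It had 905 ± 788 (SD, n = 3) and lost its call in the fits without Ly6C high mouse 22 (adjusted p = 0.085), 23 (0.0923) or 24 (0.113) or without GFP neg mouse 24 (0.0525). Over all alternatives its adjusted p ran from 4.31e-07 to 0.113. The genes with the largest fitted fall were *Skint3* (chromosome 4, 112232245 to 112300468), *S1pr5* (chromosome 9, 21242912 to 21248443), *Serpinb10* (chromosome 1, 107529003 to 107549271), *Stxbp6* (chromosome 12, 44852484 to 45074709) and *Tmcc1* (chromosome 6, 116018611 to 116193486). *Skint3* was at least 22.2-fold lower in glioma monocytes. The annotation lists *Serpinb10* as a polymorphic pseudogene, a gene that is intact in some strains only. Its count fell from 115 ± 4.27 (SD, n = 3) in Ly6C high monocytes to 3.96 ± 6.31 (SD, n = 3), a log2 fold change of -4.82 (standard error 0.94, adjusted p = 0.00132). *Tmcc1* fell from 189.7 ± 56.8 to 9.62 ± 1.87 (SD, n = 3 each; log2 fold change -4.30, standard error 0.79, adjusted p = 0.000363). *Stxbp6* (log2 fold change -4.64, adjusted p = 0.02) lost its call in 5 of the 6 fits that left out 1 replicate, all but the one without Ly6C high mouse 22, with an adjusted p of 0.0503 to 0.0844. *S1pr5* (log2 fold change -5.85, adjusted p = 0.0104) lost its call without GFP neg mouse 26 (0.0527) and reached 0.05 without GFP neg mouse 24. Over all alternatives the adjusted p ran from 2.6e-05 to 0.151 for *Stxbp6* and from 0.000435 to 0.0527 for *S1pr5*.

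**Figure D1:**
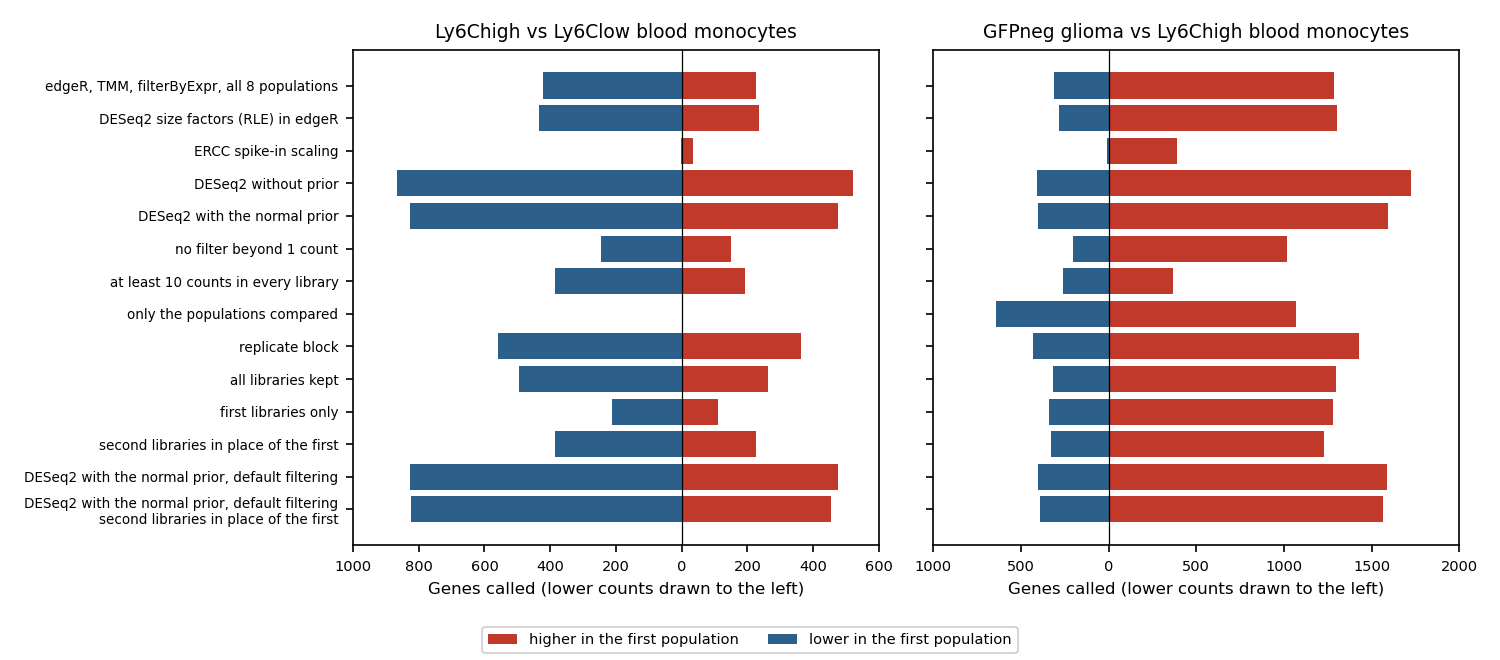
Number of genes called at an adjusted p under 0.05 under each of the settings drawn, for Ly6C high against Ly6C low blood monocytes and for GFP neg glioma monocytes against Ly6C high blood monocytes. Red bars to the right count genes higher, and blue bars to the left genes lower, in the population named first. In the comparison of glioma with blood monocytes the higher calls outnumber the lower ones under every setting drawn, from 369 against 262 when genes needed 10 counts in every library to 390 against 8 with spike-in scaling.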

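The share of calls higher in glioma monocytes depended on the processing. It was 98% of 398 called genes with spike-in scaling, which moved the median log2 fold change of all genes from 0.123 to -0.0387. It was 58.5% of 631 when only genes with at least 10 counts in every library were tested, a filter that removes genes absent from blood. With only the compared populations in the fit it was 62.6% of 1709. Of the genes called in the fit over all populations, 1134 were also called in that fit, 398 with spike-in scaling and 573 with the stricter filter. Leaving out 1 replicate lowered the higher calls most without Ly6C high mouse 23 (824) or mouse 24 (829). It lowered the lower calls most without GFP neg mouse 22 (170), without GFP neg mouse 26 (180) or without Ly6C high mouse 24 (189). GFP neg CCR2 high macrophages differed from Ly6C high blood monocytes in 2060 genes (71.2% higher) and GFP neg CCR2 low macrophages in 2340 (69.9% higher). With spike-in scaling 89.3% and 85.3% of the calls were higher, and with the stricter filter 51.9% and 50.7%. Without Ly6C high mouse 24 they differed in 1307 and 1541 genes. The paper finds more genes to differ between glioma and blood monocytes than between the blood populations. From this it proposes that classical monocytes change their expression profile dramatically on leaving the circulation. Blood and brain cells also differed in how they were released and sorted, which these counts do not separate from the change of tissue.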

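GFP pos and GFP neg macrophages were compared in 4 mice each. In CCR2 high macrophages 0 of 11566 genes were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 69 genes (0.597%) had an unadjusted p under 0.05, and the smallest adjusted p was 1. In CCR2 low macrophages 0 genes were called, 184 (1.59%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.567. The replicates did not overlap in 187 genes (1.62%) for CCR2 high and 337 genes (2.91%) for CCR2 low macrophages, where chance gives 2.86% for 4 against 4 unpaired samples. Without any effect, exact p-values would fall under 0.05 with a probability of 0.05, more often than seen here. Each mouse gave both populations, and this fit leaves that pairing out. The few low p-values therefore do not show that GFP had no effect. DESeq2 without a prior called 1 and 3 genes. With spike-in scaling, which called 0 genes in both, the median log2 fold change of all genes moved from 0.00862 to -0.27 in CCR2 high and from 0.0158 to 0.358 in CCR2 low macrophages, and 28 and 42 genes had an unadjusted p under 0.05.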

Since the uptake of membrane-bound GFP resulted in very similar RNA expression patterns in CCR2^high^ and CCR2^low^ glioma macrophages, we decided to focus subsequent analyses on the GFP^neg^ subpopulations only.

**Figure 2:**
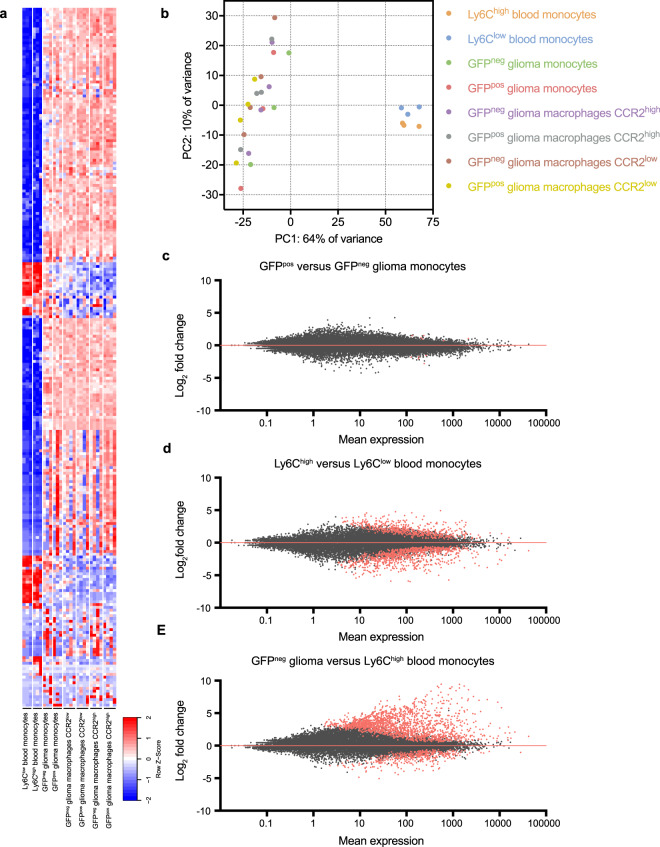
Global analyses of gene expression. (**a**) Top 250 most differentially expressed genes among 8 cell subtypes isolated from blood and brain. (**b**) PCA plot illustrates difference in principle components between brain and blood samples. (**c**) MA plot reveals the number of genes with a significant change in expression in comparison between GFP^pos^ and GFP^neg^ brain monocytes. (**d**) Significantly differentiated gene expression shown in MA plot between blood-derived classical infiltrating monocytes (Ly6C^high^) and patrolling monocytes (Ly6C^low^). (**e**) Significantly differentiated gene expression shown in MA plot between blood-derived monocytes and glioma monocytes.

### Expression of specific innate immune cell markers

To validate whether the populations of cells we isolated express specific innate immune cell markers, we plotted the normalized read count of these selected markers. First, to make sure the gene expression patterns reflected the corresponding protein levels, we analyzed the correlation between mean fluorescent intensity as measured by FACS and the normalized RNA read count. Plotting the LY6C protein expression in mean fluorescent intensity (MFI) compared to RNA expression of the *Ly6c2* gene, we found a Spearman’s rank correlation coefficient of 0.7177 (Supplementary Fig. S2). 

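*Ly6c2*, which encodes the LY6C protein, lies on chromosome 15 of GRCm38, 75108158 to 75111970. Its normalized read count was 1176 ± 184 (SD, n = 3) in Ly6C high and 123 ± 132 (SD, n = 3) in Ly6C low blood monocytes. In glioma monocytes it was 3372 ± 466 (SD, n = 3) without GFP and 1994 ± 1046 (SD, n = 3) with GFP. In CCR2 high macrophages it was 197 ± 34.2 (SD, n = 4) without GFP and 172 ± 45.4 (SD, n = 4) with GFP, and in CCR2 low macrophages 125 ± 38.1 (SD, n = 4) and 137 ± 57.8 (SD, n = 4). The gene has a close copy, *Ly6c1* (chromosome 15, 75044018 to 75048830), and reads could have been split between both or set aside, so the count of either is uncertain. The count of *Ly6c1* was 0.779 ± 0.299 (SD, n = 3) in Ly6C high blood monocytes and 63.5 ± 41.1 (SD, n = 3) in GFP neg glioma monocytes. The fluorescence intensities were not analysed here.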

F4/80 is the second marker for which sufficient data was available and this marker showed a Spearman’s rank correlation coefficient of 0.7527 between protein and mRNA levels (Supplementary Fig. S2). Together this supports the concept that differences in RNA expression are, in general, representative of the corresponding protein levels.

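*Adgre1*, which encodes F4/80, lies on chromosome 17 of GRCm38, 57358691 to 57483527. Its normalized read count was 439 ± 56.2 (SD, n = 3) in Ly6C high and 399 ± 18.7 (SD, n = 3) in Ly6C low blood monocytes, and 325 ± 30.2 (SD, n = 3) in GFP neg and 406 ± 125 (SD, n = 3) in GFP pos glioma monocytes. CCR2 high macrophages had 516 ± 156 (SD, n = 4) without GFP and 645 ± 133 (SD, n = 4) with GFP, and CCR2 low macrophages had 627 ± 139 (SD, n = 4) and 824 ± 176 (SD, n = 4). The highest and lowest mean over the 8 populations thus lay closer together for *Adgre1* than for *Ly6c2*.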

Next, we analyzed specific markers present in the blood-derived monocyte populations. Both the Ly6C^high^ and Ly6C^low^ monocytes are CSFR1^high^ and can be further characterized by the expression of the markers CX3CR1, CCR2, CD62L, CD43 and TREML4. Specifically the two populations are either LY6C^high^ CX3CR1^mid^ CCR2^high^ CD62L^high^ CD43^low^ TREML4^high^ inflammatory monocytes or LY6C^low^ CX3CR1^high^ CCR2^low^ CD62L^low^ CD43^high^ TREML4^low^ patrolling monocytes^13^. Comparing the RNA expression of these markers confirmed that the two populations analyzed represent these monocyte populations as isolated using FACS (Fig. 3a). Moreover, glioma monocytes and macrophages can be identified based on the expression of *Ly6c*, *Ccr2*, *Cx3cr1*, *Cd64*, *Mertk*, *Cd45*, *F4/80*, *Ccr7* and transcription factor *Nr4a1*^13^. 

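*Csf1r* (chromosome 18 of GRCm38, 61100598 to 61132149), which encodes CD115, had a normalized read count of 3563 ± 145 (SD, n = 3) in Ly6C high and 2814 ± 1022 (SD, n = 3) in Ly6C low monocytes. The difference was within the spread between replicates (log2 fold change 0.34, standard error 0.25, adjusted p = 0.452; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Ly6C low mouse 24 it was called (log2 fold change 0.75, adjusted p = 0.0375), and over all alternatives the adjusted p ran from 0.0375 to 0.879. *Ly6c2* was higher in Ly6C high monocytes (log2 fold change 3.26, standard error 0.54, adjusted p = 0.000548 by the same test). *Spn* (chromosome 7, 127132232 to 127137823), which encodes CD43, was lower, with 50.9 ± 18.4 against 345 ± 119.4 (SD, n = 3 each; log2 fold change -2.76, standard error 0.49, adjusted p = 0.00124). In both genes the replicates of the populations did not overlap. The calls were lost when only the blood populations entered the fit (adjusted p = 0.355 for *Ly6c2* and 0.161 for *Spn*), and with spike-in scaling for *Spn* (log2 fold change -0.74, adjusted p = 0.551). Over the alternatives the adjusted p ran from 2.52e-08 to 0.355 for *Ly6c2* and from 1.41e-07 to 0.551 for *Spn*. *Cx3cr1* (chromosome 9, 119901616 to 120069879) had 697 ± 174 in Ly6C high and 489 ± 351 in Ly6C low monocytes (SD, n = 3 each; log2 fold change 0.51, standard error 0.36, adjusted p = 0.432). Without Ly6C low mouse 24 the log2 fold change was 1.37 (adjusted p = 0.00656), and over the alternatives the adjusted p ran from 0.00656 to 0.911. *Treml4* (chromosome 17, 48264295 to 48275360) had 315 ± 235 in Ly6C high and 933 ± 250.3 in Ly6C low monocytes (SD, n = 3 each; log2 fold change -1.57, standard error 0.71, adjusted p = 0.197). Its replicates did not overlap, yet no alternative called it, with an adjusted p from 0.0562 to 0.958.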

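Among GFP neg cells of the brain, 21 genes were called between monocytes and CCR2 high macrophages, all higher in monocytes, and 140 between monocytes and CCR2 low macrophages, 123 of them higher in monocytes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the macrophage populations 0 genes were called and 276 had an unadjusted p under 0.05. The mouse number as a block, which compares populations within mice, raised these counts to 96, 284 and 3. Leaving out 1 replicate gave between 6 (without CCR2 high mouse 22) and 21 genes in the first comparison, and between 47 (without monocytes of mouse 24) and 110 in the second. With spike-in scaling 0 genes (87 at an unadjusted p under 0.05), 1 gene and 0 genes (55) were called. *Ly6c2* was higher in monocytes than in CCR2 high macrophages (log2 fold change 4.1, standard error 0.50, adjusted p = 0.000126) and than in CCR2 low macrophages (log2 fold change 4.76, standard error 0.51, adjusted p = 8.03e-06). *Ccr2* was higher in monocytes than in CCR2 low macrophages (log2 fold change 3.43, standard error 0.47, adjusted p = 0.000112). *Fcgr1* (chromosome 3 of GRCm38, 96282909 to 96293969), which encodes CD64, had a normalized read count of 796 ± 36.8 (SD, n = 3) in monocytes, 411 ± 78 (SD, n = 4) in CCR2 high and 316 ± 61.3 (SD, n = 4) in CCR2 low macrophages. Monocytes exceeded CCR2 low macrophages (log2 fold change 1.33, standard error 0.22, adjusted p = 0.00088). With spike-in scaling *Ly6c2* was called against CCR2 low macrophages only, with an adjusted p of 0.0121 there and 0.221 against CCR2 high macrophages. The adjusted p of *Ccr2* was then 0.703 and that of *Fcgr1* was 1. Over the alternatives the adjusted p of *Ly6c2* against CCR2 high macrophages ran from 4.02e-14 to 0.221, that of *Ccr2* from 3.15e-10 to 0.703 and that of *Fcgr1* from 4.12e-07 to 1.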

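Several marker differences in the brain were not called and passed the threshold with the mouse number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccr2* in monocytes against CCR2 high macrophages had a log2 fold change of 1.68 (adjusted p = 0.148) and 1.88 with the block (adjusted p = 0.00292, from 0.00292 to 1 over the alternatives). *Fcgr1* in the same comparison had a log2 fold change of 0.96 (adjusted p = 0.0675) and 0.97 with the block (adjusted p = 0.0205, from 0.00277 to 1 over the alternatives). Against CCR2 low macrophages, *Cx3cr1* had a log2 fold change of -1.33 (adjusted p = 0.0617) and -1.43 with the block (adjusted p = 0.0013, from 0.0013 to 1 over the alternatives). *Adgre1* had a log2 fold change of -0.95 (adjusted p = 0.0647) and -0.93 with the block (adjusted p = 0.0409, from 0.00902 to 1 over the alternatives). *Nr4a1* (chromosome 15, 101254269 to 101274795), a transcription factor, had a log2 fold change of 1.98 (adjusted p = 0.053) and 1.79 with the block (adjusted p = 0.000133, from 0.000133 to 1 over the alternatives). Without CCR2 low mouse 26 *Nr4a1* had 2.38 (adjusted p = 0.0296). *Ccr2* in CCR2 high against CCR2 low macrophages had a log2 fold change of 1.75 (adjusted p = 0.672) and 1.79 with the block (adjusted p = 0.0232, from 0.0232 to 1 over the alternatives). In monocytes, CCR2 high and CCR2 low macrophages, in this order, *Cx3cr1* had normalized read counts of 404 ± 56.6 (SD, n = 3), 609.8 ± 89.8 (SD, n = 4) and 1017 ± 274.4 (SD, n = 4). *Nr4a1* had 960.1 ± 411 (SD, n = 3), 370.2 ± 170.2 (SD, n = 4) and 244 ± 134 (SD, n = 4). *Mertk* (chromosome 2, 128698956 to 128802894), *Ptprc* (chromosome 1, 138062861 to 138175708), which encodes CD45, and *Ccr7* (chromosome 11, 99144196 to 99155077) were not called in any of the 3 comparisons. *Mertk* had 75.5 ± 37.8 (SD, n = 3), 126 ± 57.6 (SD, n = 4) and 148 ± 34.5 (SD, n = 4). *Ptprc* had 1003 ± 81.7 (SD, n = 3), 728 ± 85.7 (SD, n = 4) and 676 ± 118 (SD, n = 4). *Ccr7* had 311 ± 118 (SD, n = 3), 332 ± 116 (SD, n = 4) and 226 ± 70.2 (SD, n = 4).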

Again, the expression profiles of the different cell types match the expression trends among the different populations, as described in the literature (Fig. 3b). To investigate the function of these different cell groups we plotted the expression of specific activation markers. Markers associated with an anti-inflammatory response, such as *Arg1*, *Mrc1* and *Il4ra*^24^, are expressed at a higher level in glioma-infiltrating cells, as compared to blood-derived cells (Fig. 3d–e). Similarly, MHC molecules including *H2-Aa*, *H2-Eb1* and *H2-DMb1*, showed a higher normalized read count in glioma-infiltrating cells, as compared to blood-derived cells (Fig. 3c–d). 

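*Arg1*, which encodes arginase 1, lies on chromosome 10 of GRCm38, 24915221 to 24927484. It was at 0 in every Ly6C high replicate and at or under 3 counts in every Ly6C low replicate. Its normalized read count was 1137 ± 1312 (SD, n = 3) in GFP neg glioma monocytes, 749 ± 510.4 (SD, n = 4) in GFP neg CCR2 high and 597 ± 479.5 (SD, n = 4) in GFP neg CCR2 low macrophages, so the mice differed widely. Against Ly6C high monocytes these are at least 838-fold, 552-fold and 440-fold higher (adjusted p = 4.63e-06, 5.4e-06 and 6.46e-06; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against Ly6C low monocytes they are at least 986-fold, 649-fold and 518-fold higher. Mouse 26 moved the bounds of glioma monocytes and CCR2 low macrophages, which without it were 281-fold and 286-fold against Ly6C high and 331-fold and 336-fold against Ly6C low monocytes. *Mrc1* (chromosome 2, 14229392 to 14332057), which encodes the mannose receptor CD206, had 21.9 ± 18 (SD, n = 3) in Ly6C high and 58.1 ± 49.8 (SD, n = 3) in Ly6C low monocytes. In the brain populations, in the same order, it had 71.4 ± 65 (SD, n = 3), 128 ± 128 (SD, n = 4) and 146 ± 149 (SD, n = 4). In macrophages mouse 26 lay apart, with 318 in CCR2 high cells against 49.8 to 76 in the other mice and 369 in CCR2 low cells against 62.2 to 85.1. Against Ly6C high monocytes the log2 fold changes of *Mrc1* were 1.66 (adjusted p = 0.333), 2.51 (adjusted p = 0.0792) and 2.69 (adjusted p = 0.0553), none of them called. With the mouse number as a block the macrophage values were 1.87 (adjusted p = 0.0234) and 2.06 (adjusted p = 0.0121), and without CCR2 low mouse 22 the latter was 2.95 (adjusted p = 0.0487). Their adjusted p ran from 0.0213 to 0.524 and from 0.0103 to 0.449 over the alternatives. Without mouse 26 of the respective population they were 1.45 and 1.62. *Il4ra* (chromosome 7, 125552120 to 125579474), which encodes the interleukin 4 receptor, had 243 ± 34.2 (SD, n = 3) in Ly6C high and 291 ± 280 (SD, n = 3) in Ly6C low monocytes. It had 721 ± 321 (SD, n = 3), 623 ± 247 (SD, n = 4) and 564 ± 349 (SD, n = 4) in the brain populations. The log2 fold changes of *Il4ra* against Ly6C high monocytes were 1.57 (adjusted p = 0.0848), 1.36 (adjusted p = 0.101) and 1.22 (adjusted p = 0.139). With only the compared populations in the fit *Il4ra* was called in all 3 (adjusted p = 0.00396, 0.00718 and 0.0474), and over all alternatives its adjusted p ran from 0.00396 to 0.704, from 0.00718 to 0.684 and from 0.0474 to 0.705.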

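*H2-Aa*, *H2-Eb1* and *H2-DMb1* lie within the major histocompatibility complex on chromosome 17 of GRCm38, at 34282744 to 34287823, 34305867 to 34316674 and 34153072 to 34160230. The normalized read count of *H2-Aa* was 1292 ± 178 (SD, n = 3) in Ly6C high and 5018 ± 3592 (SD, n = 3) in Ly6C low blood monocytes. In the brain it was 5123 ± 1126 (SD, n = 3) in GFP neg monocytes, 6558 ± 1275 (SD, n = 4) in CCR2 high and 5278 ± 1121 (SD, n = 4) in CCR2 low macrophages. *H2-Eb1* had 543 ± 67.1 and 3456 ± 2438 (SD, n = 3 each) in the blood, and 3709 ± 831 (SD, n = 3), 5307 ± 967 (SD, n = 4) and 4438 ± 889 (SD, n = 4) in the brain. *H2-DMb1* had 378 ± 85.5 and 799 ± 574 (SD, n = 3 each) in the blood, and 1010 ± 296 (SD, n = 3), 1234 ± 324 (SD, n = 4) and 898 ± 232 (SD, n = 4) in the brain. Against Ly6C high monocytes the log2 fold changes of GFP neg glioma monocytes were 1.99 for *H2-Aa* (standard error 0.39, adjusted p = 0.000712), 2.77 for *H2-Eb1* (standard error 0.39, adjusted p = 1.1e-05) and 1.42 for *H2-DMb1* (standard error 0.44, adjusted p = 0.0311; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CCR2 high macrophages they were 2.34, 3.29 and 1.71 (adjusted p = 6e-05, 7.05e-07 and 0.00547), and for CCR2 low macrophages 2.03, 3.03 and 1.25 (adjusted p = 0.000244, 1.69e-06 and 0.0353). Against Ly6C low monocytes the glioma monocytes showed no difference larger than the spread, with log2 fold changes of 0.03 (adjusted p = 0.968), 0.10 (adjusted p = 0.882) and 0.34 (adjusted p = 0.642). For CCR2 high macrophages they were 0.39, 0.62 and 0.63 (adjusted p = 0.46, 0.2 and 0.287), and for CCR2 low macrophages 0.07, 0.36 and 0.17 (adjusted p = 0.909, 0.484 and 0.809). These depended on the Ly6C low replicate of mouse 23. Without it *H2-Aa*, *H2-Eb1* and *H2-DMb1* were called in CCR2 high macrophages (1.11, adjusted p = 0.0268, 1.32, adjusted p = 0.00602, and 1.35, adjusted p = 0.0294), and *H2-Eb1* in CCR2 low macrophages (1.08, adjusted p = 0.0228). The same 4 calls were made with only the first library of each replicate, with adjusted p of 0.00808 to 0.0344. With spike-in scaling all 3 were called in both macrophage populations, with log2 fold changes of 2.26 to 2.89, and *H2-DMb1* in glioma monocytes (2.34, adjusted p = 0.0457). Over the alternatives of these 9 comparisons the adjusted p ran from 0.00602 to 1. Ly6C high monocytes were lower than Ly6C low monocytes in *H2-Aa* (log2 fold change -1.96, adjusted p = 0.00294) and *H2-Eb1* (-2.67, adjusted p = 0.000121), and not detectably so in *H2-DMb1* (-1.08, adjusted p = 0.144). With spike-in scaling this comparison turned positive for *H2-Aa* (0.22, adjusted p = 0.846) and *H2-DMb1* (1.07, adjusted p = 0.302), by less than the shift of the median of all genes. Over the alternatives the adjusted p ran from 4.7e-05 to 0.846 for *H2-Aa* and from 0.0644 to 0.868 for *H2-DMb1*. With spike-in scaling the call against Ly6C high monocytes was kept for *H2-Eb1* in the macrophages and lost for the other values, with an adjusted p of 0.0605 to 0.62. In glioma monocytes *H2-DMb1* also lost its call in 5 of the 6 fits that left out 1 replicate, all but the one without GFP neg mouse 26, with an adjusted p of 0.0578 to 0.131. In CCR2 low macrophages it lost its call without Ly6C high mouse 22 (0.124), 23 (0.0608) or 24 (0.144) or without CCR2 low mouse 22 (0.0995). Over all alternatives its adjusted p ran from 0.00229 to 0.62 in monocytes and from 0.00267 to 0.435 in CCR2 low macrophages.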

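*Il1b* (chromosome 2 of GRCm38, 129364570 to 129371139) had a normalized read count of 88.1 ± 52.4 (SD, n = 3) in Ly6C high and 156 ± 47.3 (SD, n = 3) in Ly6C low monocytes. It had 4113 ± 1663 (SD, n = 3) in GFP neg glioma monocytes, 2109 ± 1066 (SD, n = 4) in GFP neg CCR2 high and 1152 ± 746 (SD, n = 4) in GFP neg CCR2 low macrophages. The log2 fold changes against Ly6C high monocytes were 5.55 (standard error 0.66, adjusted p = 1.1e-06), 4.59 (standard error 0.62, adjusted p = 5.42e-06) and 3.72 (standard error 0.59, adjusted p = 4.49e-05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and they were past the threshold under every alternative run. *Nos2* (chromosome 11, 78920787 to 78960254), which encodes the inducible nitric oxide synthase, was at 0 in every blood replicate. It had 135 ± 106.1 (SD, n = 3) in GFP neg glioma monocytes, 55 ± 54.3 (SD, n = 4) in CCR2 high and 48.4 ± 65.9 (SD, n = 4) in CCR2 low macrophages. These are at least 99.2-fold, 40.5-fold and 35.7-fold higher than Ly6C high monocytes (adjusted p = 0.00101, 0.00214 and 0.00239 by the same test). In CCR2 low macrophages mouse 26 lay apart, with 146 against 1.85 to 24.8 in the other mice. Without mouse 26 of the respective brain population the bounds of *Nos2* were 54.1-fold, 21-fold and 11.7-fold. The replicates of *Il1b* and of *Nos2* did not overlap between Ly6C high blood monocytes and the brain populations.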

Interestingly, the gene expression of markers connected to a pro-inflammatory response, *Il1b* and *Nos2*, were also detected at high levels in glioma-infiltrating cells^25,26^ (Fig. 3c–d). 

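*Cd80* (chromosome 16 of GRCm38, 38455561 to 38496335) had a normalized read count of 3.24 ± 1.43 (SD, n = 3) in Ly6C high and 3.11 ± 2.74 (SD, n = 3) in Ly6C low monocytes. It had 17.2 ± 4.9 (SD, n = 3) in GFP neg glioma monocytes, 13.5 ± 8.66 (SD, n = 4) in GFP neg CCR2 high and 11.9 ± 2.33 (SD, n = 4) in GFP neg CCR2 low macrophages. The log2 fold change against Ly6C high monocytes was 2.35 in glioma monocytes (standard error 0.78, adjusted p = 0.0433; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in every fit that left out 1 of the 6 replicates (adjusted p = 0.0578 without GFP neg mouse 24 to 0.192 without Ly6C high mouse 23) and with the mouse number as a block (2.02, adjusted p = 0.0604). Over all alternatives its adjusted p ran from 0.00486 to 0.689. In CCR2 high macrophages the log2 fold change was 1.99 (adjusted p = 0.0636) and without mouse 23 of that population 2.27 (adjusted p = 0.0337). In CCR2 low macrophages it was 1.82 (adjusted p = 0.0836), and 1.93 with the block (adjusted p = 0.0432). Their adjusted p ran from 0.011 to 0.659 and from 0.0185 to 0.82. *Cd86* (chromosome 16, 36603869 to 36666081) had 62.2 ± 12.7 and 48.4 ± 25 (SD, n = 3 each) in the blood, and 368 ± 118 (SD, n = 3), 345 ± 24.3 (SD, n = 4) and 292 ± 32.3 (SD, n = 4) in the same brain populations. Its log2 fold changes were 2.57 (standard error 0.34, adjusted p = 5.94e-06), 2.47 (standard error 0.33, adjusted p = 4.64e-06) and 2.23 (standard error 0.33, adjusted p = 1.47e-05). With spike-in scaling its adjusted p was 0.103, 0.0534 and 0.0977, the highest over the alternatives. In CCR2 low macrophages mouse 23 lay apart, with 244 against 304 to 312 in the other mice.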

Lastly, T-cell co-stimulatory molecules *Cd80* and *Cd86* were expressed at low levels in all these different cell populations (Fig. 3e)^27^. Differential expression analysis comparing all groups of all markers with log_2_fold change, SEM and adjusted p-values are listed in Supplementary Table S1. Taken together, the different cell types expressed cell-specific markers at expected levels while the glioma-infiltrating cells were found to be in an activated state compared to blood-derived cells, as shown by the higher expression of individual activation markers. These types of markers are used to predict the function of the cells, in which monocytes are known to be activated by IL10 inducing a more regulatory (or anti-inflammatory) role whereas stimuli by IFNy results in pro-inflammatory phenotype. The expression of pro- and anti-inflammatory genes in glioma-infiltrating cells illustrates the complexity of the cell polarization, and the inability to characterize these cells according to binary M1/M2 models, which have been mostly studied *in vitro*^26,28^.

**Figure 3:**
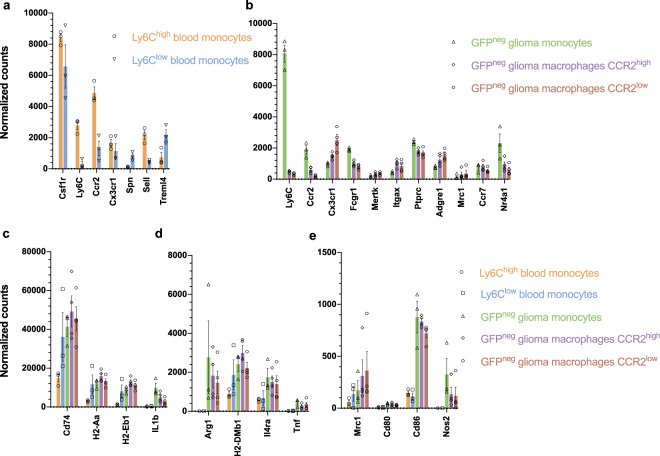
Different cell populations show expression of specific markers. (**a**) Gene expression of markers specific to inflammatory Ly6C^high^ (*Cx3cr1*^*mid*^ *Ccr2*^+^ *Cd62l*^+^ *Cd43*^*low*^ *Treml4*^+^) and patrolling Ly6c^lo*w*^ (*Cx3cr1*^*high*^ *Ccr2*^*-*^ *Cd62l*^*-*^ *Cd43*^*high*^ *Treml4*^*-*^) monocytes (**b**) Normalized read counts of cell markers used to identify and differentiate monocytes from macrophages (CCR2^high^ and CCR2^low^), including *Ly6C, Ccr2, Cx3cr1, Fcgr1, Mertk, Itgax, Ptprc, Adgre1, Mrc1, Ccr7* and *Nr4a1*. (**c**) Expression of activation markers *Cd74*, *H2-Aa*, *H2-Eb1*, *IL1b* (**d**) *Arg1*, *H2-DMb1*, *Il4ra*, *Tnf* (E) *Mrc1*, *Cd80*, *Cd86* and *Nos2* shows that after infiltration into the glioma monocytes and macrophages are in an activated state. Data represents 3 independent experiments and are presented as the mean with SEM (error bars). Differential expression analysis with fold_2_change, SEM and adjusted p-values are listed in Supplementary Table S1.

### Analysis of various cytokine pathways in infiltrating monocytes indicates upregulation of both pro- and anti-inflammatory pathways

To further confirm that *in vivo* glioma monocytes and macrophages express a phenotype including expression of both pro- and anti-inflammatory genes, we looked at cytokine-associated gene sets. Here, we focused on the expression of IFNγ, IL10, IL6/STAT3 and IL4 associated gene sets. In line with the pattern of individual markers, we found upregulation of both pro- and anti-inflammatory pathways. IFNγ associated genes, a pro-inflammatory pathway, were upregulated in brain monocytes and macrophages compared to monocytes in the blood (Fig. 4a). Additionally, IL4 and IL10 (anti-inflammatory) and IL6/STAT3 (pro- and anti-inflammatory) associated genes were also significantly upregulated in monocytes and macrophages in a glioma-bearing brain (Fig. 4b–d & Supplementary Fig. S3)^29^. This confirms published data that *in vivo* monocytes and macrophages have a much more complex phenotype than the initially proposed binary M1/M2 model^28^.

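The heat map of IFNγ-associated genes shows 129 genes, where the paper's methods took the 150 most raised genes of a published human data set for each of the IFNγ, IL10 and IL4 sets before conversion to mouse homologs, and 116 of them were tested. In GFP neg glioma monocytes against Ly6C high blood monocytes 65 (56%) were called higher and 2 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where 11.1% of all tested genes were called higher. Adjusted over the list alone, 79 were higher and 3 lower. The log2 fold change was positive for 100 of the tested genes. The median log2 fold change was 2.16, and 2.06 with the 18 genes at or under 3 counts throughout a population set at their bound. In GFP neg CCR2 high macrophages 56 genes were higher and 5 lower (66 and 6 adjusted over the list alone), and in GFP neg CCR2 low macrophages 49 were higher and 5 lower (61 and 6). The alternative that moved the count in glioma monocytes most was spike-in scaling, with 26 higher and 0 lower, and testing only genes with 10 counts in every library gave 28 higher. The 2 lower calls became 0 without Ly6C high mouse 22 and 1 in each other fit that left out 1 replicate. The genes drawn were read from the heat map, and whether the authors picked them on these samples is not known, so a count over the list is not independent evidence. Whether the genes shown are the whole converted set is not known, and no set test was run on them.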

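The heat maps show 117 IL10-associated and 129 IL4-associated genes of these sets, and 85 genes for IL6/STAT3, a set whose size the paper's text does not name. In GFP neg glioma monocytes against Ly6C high blood monocytes, 39 of the 99 tested IL10 genes (39.4%) were called higher and 2 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 48 were higher and 4 lower. Of the 105 tested IL4 genes, 32 (30.5%) were higher and 5 lower, or 40 and 9 adjusted over the list alone. Of the 78 tested IL6/STAT3 genes, 30 (38.5%) were higher and 3 lower, or 35 and 5 adjusted over the list alone. The log2 fold change was positive for 79 of the IL10, 70 of the IL4 and 50 of the IL6/STAT3 genes. The medians were 1.8, 0.98 and 0.94, and 1.37, 0.89 and 0.77 with genes at or under 3 counts throughout a population set at their bound. In CCR2 high macrophages 41 IL10, 34 IL4 and 24 IL6/STAT3 genes were higher and 4, 8 and 10 lower, or 48, 42 and 30 higher and 7, 10 and 14 lower adjusted over the list alone. In CCR2 low macrophages 40, 39 and 25 were higher and 4, 10 and 14 lower, or 47, 40 and 27 higher and 6, 12 and 15 lower. The lists share genes, 20 between IL10 and IL4, 17 between IL10 and IFNγ and 3 to 10 between the other pairs. Over all 4 lists together, 348 genes were tested, 141 higher and 12 lower. With spike-in scaling 15 IL10, 18 IL4 and 13 IL6/STAT3 genes were higher and 0 lower in any of the 3. Requiring 10 counts in every library left 10, 8 and 9 higher. The mouse number as a block raised the lower calls to 6 for IL10, 9 for IL4 and 7 for IL6/STAT3. The lower calls of IL10 became 1 in 5 of the 6 fits that left out 1 replicate and 3 in the one without Ly6C high mouse 22.

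**Figure D2:**
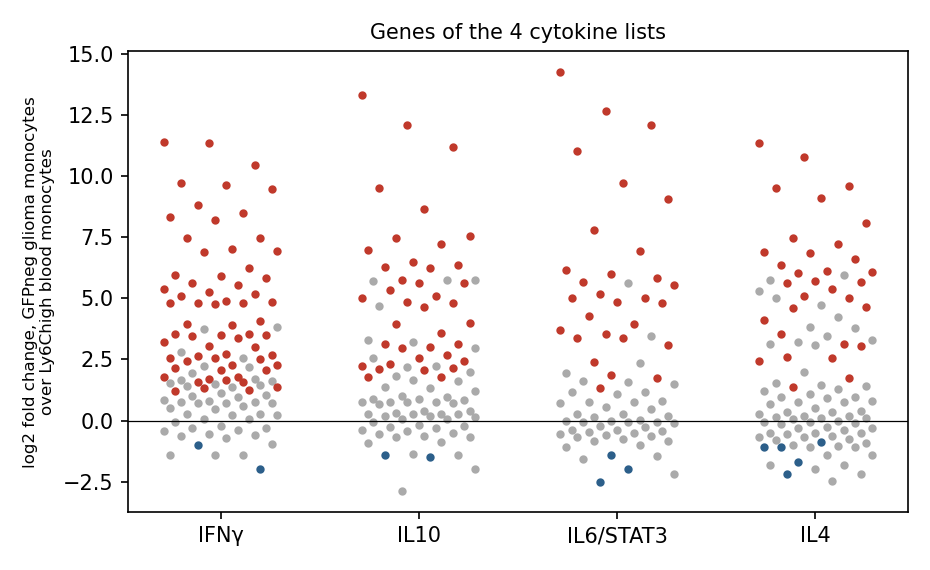
Log2 fold change of each tested gene of the IFNγ, IL10, IL6/STAT3 and IL4 lists in GFP neg glioma monocytes over Ly6C high blood monocytes, with 1 point per gene. Points are spread sideways to keep them apart. Red points were called higher, blue points called lower and grey points not called. The highest values belong to genes at or near 0 in blood, whose fitted fold changes depend on the prior count and are not bounds. Of 116, 99, 78 and 105 genes, 65, 39, 30 and 32 are red and 2, 2, 3 and 5 are blue.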

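The heat maps set each gene's count in a replicate against its other replicates, so they show direction and not level. Among the called genes of each of the IFNγ, IL10 and IL4 lists, more were higher than lower in the 3 GFP neg brain populations against Ly6C high blood monocytes. From the upregulation of both pro- and anti-inflammatory sets, the paper reasons that monocytes and macrophages in the glioma-bearing brain have a phenotype more complex than a binary M1/M2 model, in which M1 stands for pro-inflammatory and M2 for anti-inflammatory activation. Each library pools many cells, so the counts do not tell whether 1 cell expressed both kinds of gene.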

**Figure 4:**
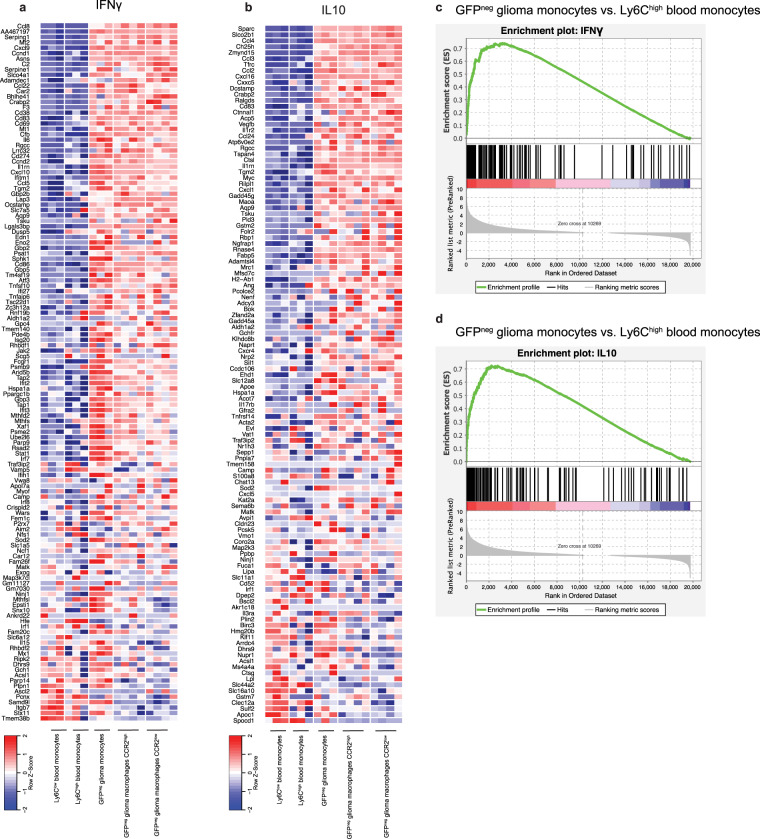
Analysis of various cytokine pathways in glioma monocytes and macrophages indicated upregulation of both pro- and anti-inflammatory pathways. (**a**) Relative expression of IFNγ related genes in the pro-inflammatory pathway, showing an overall upregulation in glioma-infiltrating cells of the IFNγ pathway. (**b**) IL10 pathway, which is anti-inflammatory, is upregulated as shown by the high relative expression in glioma-infiltrating cell groups. (**c**,**d**) Gene set enrichment analysis (GSEA) for the ranked genes based on the differential expression of genes comparing GFP^neg^ glioma monocytes to Ly6C^high^ blood monocytes, identified significant upregulation (FDR p-value < 0.05) of the IFNγ and IL10 pathways.

### Web-based tool for analyzing circulating and glioma-infiltrating monocytes and macrophages in glioma model

To combine the extensive datasets gathered in sequencing the transcriptome of the above-described monocyte and macrophage populations we set up a web-based tool at www.glioma-monocytes.com. This user-friendly platform allows users to browse individual genes (Fig. 5a). Here, the expression level of all individual genes within the different populations are displayed, supplemented with differential expression data among the populations (Fig. 5b). Additional information has been extracted from the AllianceGenome API to display functional data about the gene of interest as well as links to external databases. This website will help researchers investigate properties of circulating monocytes, glioma-infiltrating monocytes and differentiated macrophages in an orthotopic mouse glioma model.

**Figure 5:**
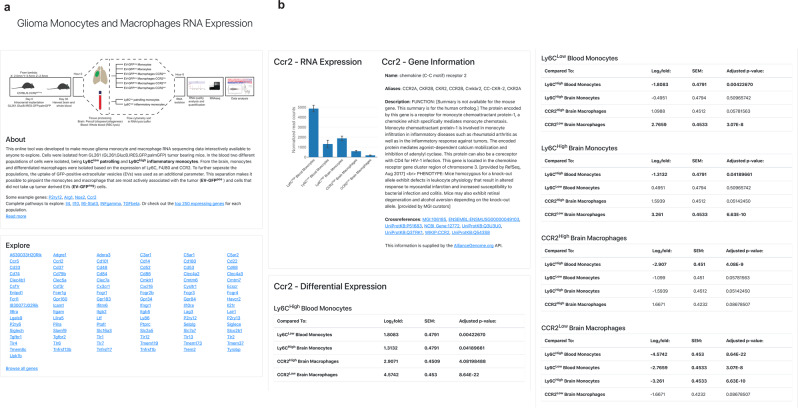
Web-based tool for studying circulating and glioma monocytes and macrophages in glioma model. (**a**) On the homepage of website (www.glioma-monocytes.com) the experimental setup is summarized as a schematic and in text. Expression of individual genes in various cell populations can be consulted using the search bar. (**b**) Example of output of inquiry focusing on Ccr2, showing normalized read count and differential expression between all cell groups.

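*Ccr2* lies on chromosome 9 of GRCm38, 124101950 to 124113557. The mice carry a red fluorescent protein at 1 *Ccr2* allele. Its normalized read count was 2060 ± 281 (SD, n = 3) in Ly6C high and 562 ± 348 (SD, n = 3) in Ly6C low blood monocytes. In glioma monocytes it was 781 ± 184 (SD, n = 3) without GFP and 284 ± 61.6 (SD, n = 3) with GFP. CCR2 high macrophages had 243 ± 80.4 (SD, n = 4) without GFP and 135 ± 59.6 (SD, n = 4) with GFP, and CCR2 low macrophages had 72.2 ± 34.2 (SD, n = 4) and 64.4 ± 34.8 (SD, n = 4). For Ly6C high over Ly6C low monocytes the test gave log2 fold change 1.87, standard error 0.49, adjusted p = 0.0235 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost with spike-in scaling (adjusted p = 0.0954), with no filter beyond 1 count (0.0644), with only the blood populations in the fit (0.4), and without Ly6C high mouse 23 (0.0659), Ly6C high mouse 24 (0.0569) or Ly6C low mouse 22 (0.0723). The adjusted p ran from 0.00106 to 0.4. GFP neg glioma monocytes had less than Ly6C high monocytes in every replicate, with a log2 fold change of -1.40 (standard error 0.49) that was just not called (adjusted p = 0.0553). It was called with the mouse number as a block (-1.41, adjusted p = 0.00638) and with only the compared populations in the fit (adjusted p = 0.00214), and over all alternatives the adjusted p ran from 0.00214 to 0.766. Against Ly6C high monocytes, GFP neg CCR2 high macrophages had -3.08 (standard error 0.46, adjusted p = 2.37e-05) and GFP neg CCR2 low macrophages -4.83 (standard error 0.50, adjusted p = 8e-08). GFP pos glioma monocytes lay below GFP neg ones in every replicate (-1.46, standard error 0.49), and this too was not called (adjusted p = 0.639, and from 0.177 to 1 over the alternatives).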

## Discussion

In this study we have analyzed the transcriptome of different monocyte subtypes derived from blood and tumor tissue. We found that by using a set of specific cell surface markers, we were able to separate blood monocytes, tumor-localized monocytes and macrophages in a glioma mouse model. Here, we have developed a user-friendly, freely available online tool to study the gene expression of different tumor-infiltrating and blood-derived monocyte cell populations.

Overall, a high level of differential gene expression was observed between these different cell subtypes, most notably between blood-derived and glioma-infiltrating cells. Although the global gene expression of the two different monocyte subtypes isolated from blood was similar as compared to all the other subtypes, the difference between these monocyte subpopulations was distinguished by analyzing specific cell markers, such as *Cx3cr1*, *Cd64*, *Cd43* and *Treml4*, as previously reported^13^. Similarly, the subtypes isolated from tumor tissue showed expression patterns of *Ly6C*, *Ccr2*, *Fcgr1*, *F4/80* and *Nr4a1* which was characteristic of infiltrating monocytes and macrophages shown in previous reports^13^. Both the glioma-infiltrating monocytes and macrophages had pro- (*Arg1*) and anti-inflammatory (*Nos1*) markers, which is in line with the global upregulation expression of IFNγ, IL10, IL4 and IL6/STAT3 cytokine pathway genes, albeit it is not clear if individual cells express both pro- and anti-inflammatory marker. Thus, glioma monocytes and macrophages *in vivo* cannot be characterized as either M1 or M2, but collectively express a more complex phenotype that shares characteristics of both these two differentiation states. This was also shown using single cell RNAseq of CD11b^+^ TAMs from human glioma biopsy samples, where both M1 and M2 markers were found to be co-expressed on individual TAMs^30^.

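*Fcgr1*, the gene of CD64, had a normalized read count of 149 ± 35.7 (SD, n = 3) in Ly6C high and 42.8 ± 10.5 (SD, n = 3) in Ly6C low blood monocytes, and the replicates did not overlap (log2 fold change 1.79, standard error 0.24, adjusted p = 6.28e-05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost with spike-in scaling (log2 fold change 3.36, adjusted p = 0.112), with only the blood populations in the fit (1.79, adjusted p = 0.355) and with the library of Ly6C low mouse 23 that failed the quality rule kept (0.88, adjusted p = 0.139). Over the alternatives the adjusted p ran from 4.76e-11 to 0.355.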

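*Nos1* (chromosome 5 of GRCm38, 117781032 to 117958840), which encodes the neuronal nitric oxide synthase, was at 0 in every blood replicate. Its normalized read count was 2.13 ± 1.96 (SD, n = 3) in GFP neg glioma monocytes, 2.61 ± 0.571 (SD, n = 4) in GFP neg CCR2 high and 1.3 ± 2.6 (SD, n = 4) in GFP neg CCR2 low macrophages, where only mouse 23 had counts. Glioma monocytes and CCR2 high macrophages were at least 1.57-fold and 1.92-fold higher than Ly6C high monocytes, and for CCR2 low macrophages the depth gives no bound above 1. Nor does it for glioma monocytes without mouse 26 (0.924). *Nos1* was called in none of the 3 comparisons (adjusted p = 0.159, 0.101 and 0.154; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative called it.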

We have sought to use the GFP-membrane markers expressed by tumor cells to identify glioma monocytes and macrophages with a high level of interaction with the glioma. However, differential expression analysis did not show substantial variation between the subtypes of monocytes and macrophages, which were positive or negative for GFP. 

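The effect of GFP was also averaged over monocytes, CCR2 high and CCR2 low macrophages in 1 contrast over 22 replicates. Here 0 genes were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a smallest adjusted p of 0.0559 and 474 genes at an unadjusted p under 0.05. DESeq2 without a prior called 20, and the fit with the mouse number as a block called 3. The count was 1 without any one of 5 replicates and 0 without any other. These were GFP neg glioma monocytes of mouse 26, GFP neg CCR2 high macrophages of mouse 26, GFP pos CCR2 high macrophages of mouse 23 or 24, and GFP neg CCR2 low macrophages of mouse 22. Whether the effect of GFP differed between the populations was tested directly. Between monocytes and CCR2 high macrophages 0 genes were called and 272 had an unadjusted p under 0.05. Between monocytes and CCR2 low macrophages these numbers were 0 and 394, and between the macrophage populations 0 and 84. These counts come from the fit without the mouse number, which pairs GFP pos with GFP neg samples, so they do not show that GFP had no effect.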

A possible explanation is that tumors secrete a plethora of cytokines and chemokines. These factors may be the dominant determinants in the activation and differentiation of infiltrating monocytes and macrophages regardless of whether they took up tumor-derived material or not.

Increasing evidence indicates that TAMs play a crucial role in brain tumor development. Understanding how monocytes differentiate into macrophages and identification of new specific markers is needed to give insight into how these cells support or inhibit cancer progression. So far, targeting of TAMs has only had limited success. Two properties of TAMs have been exploited in therapy: the recruitment and reprogramming. Colony stimulating factor 1 receptor (CSF1R) has been shown to target both venues^31,32^. For example, depletion of TAMs by blocking CSF1R, has been shown to increase survival by 64.3% in a mouse pro-neural GB model^31^. However, subsequent studies found development of resistance to the CSF1R blockage through IGF1 secretion by TAMs resulting in resumed PI3K dependent tumor growth^32^. While a number of studies targeting CSF1R are still in progress (Clinical Trial Identifier: NCT02829723 and NCT01790503), in a phase II clinical trial using an inhibitor for CSF1R, PLX3397, it was shown that the drug was tolerated and can cross the blood-brain barrier, but did not show any efficacy^33^. The lack of efficacy underlines the need for a better understanding of TAMs.

Here we have used the mouse glioma cell line GL261 in a syngeneic model to investigate the changes in the transcriptome of infiltration monocytes as well as circulating monocytes. While this model is widely used, is has the limitations that most mouse models have. First, the growth pattern of GL261 is not diffuse infiltrative, as observed in human gliomas. Secondly, while GL261 harbors a TP53 mutation often detected in glioblastomas, it lacks the classical IDH wildtype glioblastoma molecular associated alterations such as PTEN, PI3K and TERT promotor mutations, EGFR alterations as well as chromosomal alterations such as gain of chromosome 7, loss of chromosome 10 and homozygous deletion of CDKN2A/CDKN2B^34,35^. To counter these issues, one could add additional murine glioma cell lines such as CT2A, however also these alternative lines do not recapitulate human GB in multiple aspects. Moreover, the use of a xenograft model would completely alter the immune response to the tumor, a component of which (monocytes and macrophages) we are focusing on. Therefore, this study provides an exploratory tool based on the data acquired from one murine cell line, with the limitations outlined above, that can help to find targets of interest that require additional validation in other cell lines or preferable human glioblastoma data.

Glioma is a complex disease and the composition of the tumor environment, including glioma-infiltrating monocytes and macrophages, as well as microglia (Maas, Abels *et al*.) has a substantial effect on tumor growth and response to therapy^36^. To elucidate the role of these cells in glioma we have aimed to decipher the molecular profile of these stromal cells. While this can give insight into potential targets and markers for these monocyte subtypes, our incomplete understanding still hinders the development of stromal-targeted therapeutics and thus future research will be needed to address the relationship between and the function of these different cell types.

## Methods

### Cell culture

GL261 cells (NCI Tumor Repository) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Corning) with penicillin (100 units/ml) and streptomycin (100 μg/ml) (P/S) (Corning) and 10% fetal bovine serum (FBS) (Gemini Bioproducts). Cells were cultured in a 5% CO_2_ humidified incubator at 37 °C. Cells were periodically tested for mycoplasma contamination and found negative. Reporter genes (palmGFP and GlucB-GFP) were introduced in GL261 by lentiviral transduction creating GL261.BpalmGFP cells^22,37^.

### Mice

Animal experiments were conducted under the oversight of the Massachusetts General Hospital Institution Animal Care and Use Committee. Animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) for the Massachusetts General Hospital (MGH) following the guidelines of the National Institutes of Health for the Care and Use of Laboratory Animals. To generate heterozygous C57BL6.CCR2^RFP/WT^ knock-in mice, C57BL/6 mice (Charles River Laboratories) were crossed with homozygous C57/BL6.CCR2^RFP/RFP^ knock-in mice^38^. Adult mice ranging from 12–18 weeks were used in this study. Mice were maintained under a 12-hour light/dark cycle with free access to water and food. Total of four animals, two male and two female mice were randomly assigned to experimental groups. After quality control of the sequence data we excluded samples not meeting the required quality (sample cut-off <6000 genes with <5 read/gene). This resulted in n = 3 per isolated cell type.

### Immunofluorescence

Cells were plated on coverslip pre-coated with poly-D-lysine (PDL) (100 µg/ml, Thermo Fisher). Fixation of cells was done using 4% paraformaldehyde (PFA) for 20 min at room temperature (R/T). Cells were washed using PBS following DAPI (1 μg/ml, Thermo Fisher) staining performed for 30 min at R/T. Coverslips were washed for 10 min using PBS and mounted on microscope slides using ProLong Diamond Antifade Mountant (Thermo Fisher). Zeiss Axio Imager M2 (Carl Zeiss, Oberkochen, Germany) was used to acquire fluorescence microscopy images.

### Intracranial tumor implantation

Mice were anesthetized using 70 μl ketamine (Bioniche Pharma) (17.5 mg/ml) and xylazine (Santa Cruz Biotechnology) (2.5 mg/ml). GL261.BpalmGFP (1 ×10^5^ cells in 2 µl DMEM) were implanted in the striatum using a stereotactic frame. Implantation was done at the coordinates from lambda: 2 mm anterior, 0.5 mm left and a depth of 2.5 mm. Four weeks after implantation, the mice were euthanized using a 120 μl ketamine (17.5 mg/ml) and xylazine (2.5 mg/ml). This was followed by cardiac puncture to collect blood using a syringe containing 100 μl of 5 M EDTA. After blood collection, 50 ml PBS was used for transcardial perfusion with a perfusion pump (Minipump Variable Flow, Fisher Scientific) after which the brains were collected for further processing.

### Harvesting of brains and blood and preparation of single-cell suspensions

Collected brains were first manually separated into smaller fragments and transferred to GentleMacs C-tube (Miltenyi Biotech, San Diego, CA, USA) containing Roswell Park Memorial Institute (RPMI) 1640 with L-glutamine (no phenol red) medium (Fisher Scientific) supplemented with Dispase (2 U/ml) (Corning) and Collagenase Type 3 at a final concentration of 200 U/ml (Worthington Biochemicals). The brains were mechanically dissociated using the GentleMACS Dissociator (Miltenyi Biotech) pre-set brain program 1 and 2 with intervals of 10 min incubation at 37 °C for 10 min. Finally, DNase I grade II (Roche Applied Science) was added to a concentration of 40 U/ml incubated at 37 °C for 10 min following brain program 3. Brain suspension was filtered and transferred using 100 µm cell strainer into 50 ml Falcon tube and centrifuged at 400 x g for 10 min. Cell pellets were resuspended in 10.5 ml RPMI/L-glutamine, mixed gently with 4.5 ml physiologic Percoll (Sigma Aldrich) and centrifuged at 850 × g without brake for 40 min. Pellet was washed using PBS and centrifuged at 400 x g for 10 min. Red blood cells in final pellet were lysed using RBC lysis (Boston BioProducts) for 2 min at R/T. Cells were washed twice with PBS.

Blood was subjected to red blood cell lysis using RBC lysis (Boston BioProducts) for 2 min at R/T. Cells were washed twice with PBS without Mg^2+^ and Ca^2+^ (Corning). Remaining cells were washed twice with DMEM (Corning) supplemented with 5 mM EDTA and 0.5% BSA and finally pelleted by centrifugation at 250 × g for 10 min.

The final brain and blood cell suspensions were resuspended in 300 µl PBS with 0.2% FBS, followed by staining for FACS.

### Cell staining and FACS

Prior to antibody staining, cells were incubated for 10 min on ice with TruStain fcX (anti-mouse CD16/32, BioLegend #101319, clone 93, 1:100). To identify infiltrating monocytes/macrophages from the brain, anti-CD11b-PE-Cy7 (BioLegend, M1/70, 1:100), anti-CD45-pacificBlue (BioLegend, 30-F11, 1:100), anti-F4/80-APC (BioLegend, BM8, 1:75) and anti-Ly6C-BV605 (BioLegend, HK1.4, 1:500) were used. Blood-derived monocytes were identified using anti-CD45-pacificBlue (BioLegend, 30-F11), anti-Ly6C-BV605 (BioLegend, HK1.4, 1:100), anti-Cd115-APC (BioLegend AFS98, 1:100) and anti-Cd11c-APC-Cy7 (BioLegend, N418, 1:100). Cells were stained by incubation with antibodies for 30 min on ice. Finally, cells were washed using 1 ml PBS and centrifuged at 400 × g for 8 min. Cell pellets were resuspended in 300 µl PBS supplemented with 0.2% FBS and filtered through a 35 µm cell strainer (BD Falcon). Cell subpopulations were finally sorted into RLT buffer (Qiagen) using a BD FACSAria II SORP Cell Sorter.

### RNA isolation and preparation for RNA-sequencing

Cells were sorted into 350 μl RLT Plus lysis buffer (Qiagen) at 4 °C for direct cell lysis. RNA isolation was carried out using the RNeasy Plus Micro kit (Qiagen) following the total RNA isolation protocol (appendix D). RNA concentrations and quality (RIN) were analyzed on pico-chips using the Agilent 2100 Bioanalyzer (Agilent Technologies). Library preparation was done with SMARTer cDNA protocol in addition to Nextera XT DNA Library Preparation kit. First, reverse transcription of 500 pg RNA into cDNA was done with the SMARTer Ultra Low Input RNA Kit for Sequencing – v3 (Clontech Takara) using 3’-SMART CDS primer II A (selecting for poly-A transcripts), according to the manufacturer’s protocol. ERCC RNA Spike-In Mix (Life Technologies) was added prior to reverse transcription. cDNA was purified with 1x Agencourt AMPure XP beads (Beckman Coulter), following the SMARTer protocol. Subsequently barcoding and fragmentation of cDNA was done using Nextera XT DNA Library Preparation kit (Illumina). cDNA (1 ng) was used as input for the enzymatic tagmentation and PCR amplification (12 cycles). Final PCR product was purified with 1.8x Agencourt AMPure XP beads as described in the Nextera XT protocol, without the bead-based library normalization step. Library validation and quantification was done using the SYBR FAST Universal qPCR Kit (KAPA Biosystems). The individual libraries were pooled in equal molar concentrations, and the pool concentration was determined again using the KAPA SYBR FAST Universal qPCR Kit. The library pool was subsequently diluted, denatured, and loaded onto the NextSeq. 500 sequencer (Illumina) with the addition of 1% PhiX Sequencing Control V3 (Illumina). Sequencing was done using NextSeq. 500/550 High Output v2 kit (150 cycles) with 75-bp paired-end sequencing.

### Data processing and statistical analysis

Raw data was aligned, duplicates removed and counted. First alignment was done against mm10 genome using the STAR v2.4.0 h aligner set at default. All duplicate reads were marked and removed using the MarkDuplicates tool in picard-tools-1.8.4. Finally, aligned reads were counted against Gencode’s GRCm38.p3 GTF annotations using htseq-count in the intersection-strict mode. Readcount files were generated with HTSeq-count version 0.6.1p1.

Data analysis of mapped counts was performed in R 3.2.3 using the DESeq. 2 package (version 1.10)^39^. For unsupervised clustering, sample read counts were normalized using the regularized logarithm transformation method^39^. The regularized logarithm (rlog) values were used to plot heatmaps using the gplots (version 2.17) heatmap.2 function in R. Unsupervised clustering was performed based on the top-250 most variable genes between samples. Differential expression analysis was performed in DESeq. 2 and only two-sided Benjamini and Hochberg multiple testing adjusted p-values are reported in this manuscript. The level of significance used is <0.05 Benjamini and Hochberg multiple testing adjusted p-value. Error bars display mean ±standard error of the mean (SEM). The “n” represents three individual mice.

For analysis of specific gene sets, the microglial sensome was extracted from Hickman *et al*. 2013^40^. The IL6/STAT3 and TGF-β sets were extracted from the Gene set enrichment analysis (GSEA) hallmarks collection^41^. The IL4, IL10 and IFNγ sets were calculated from the Xue *et al*.^42^. study by extracting the 150 highest upregulated genes compared to baseline. For the IL6/STAT3, TGF-β, IL4, IL10 and IFNγ sets, human to mouse homolog conversions were performed using The Jackson Laboratory Human and Mouse Homology Report (accessed February 18^th^, 2016) supplemented by manual curation. Principal component analysis (PCA) was performed by utilization of the DESeq. 2’s built-in PCA function using the default settings. Final bar graph, dotplots, PCA and MA plots were generated in GraphPad Prism (version 7.02). GSEA was performed using the graphical user interface for Mac OSX version 4.0.3. build 23 using the GSEA pre-ranked module using the default settings.

## Supplementary information

Supplementary Information.

## Data Availability

Raw and processed data were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible using GSE145506 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145506. Reviewer token: qzulwcikbrsppgv.

# Supplementary material for: GlioM&M: Web-based tool for studying circulating and infiltrating monocytes and macrophages in glioma
**Source:** Sci Rep. 2020 Jun 18;10:9898. doi: 10.1038/s41598-020-66728-w
**Supplement:** Supplementary file 1 — Supplementary Information.

## **GlioM&M: Web-based tool for studying circulating and infiltrating monocytes and macrophages in glioma**

Erik R Abels<sup>1Ω</sup>, Sybren L.N. Maas<sup>2Ω</sup>, Eric Tai<sup>3</sup>, David T. Ting<sup>3</sup>, Marike L.D. Broekman<sup>4,5</sup>, Xandra O. Breakefield<sup>1</sup>, and Joseph El Khoury<sup>6φ\*</sup>

<sup>Ω</sup> Shared co-authors

**a**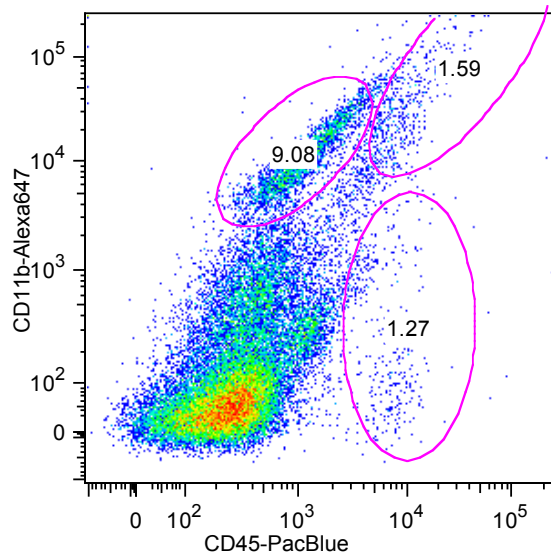**b**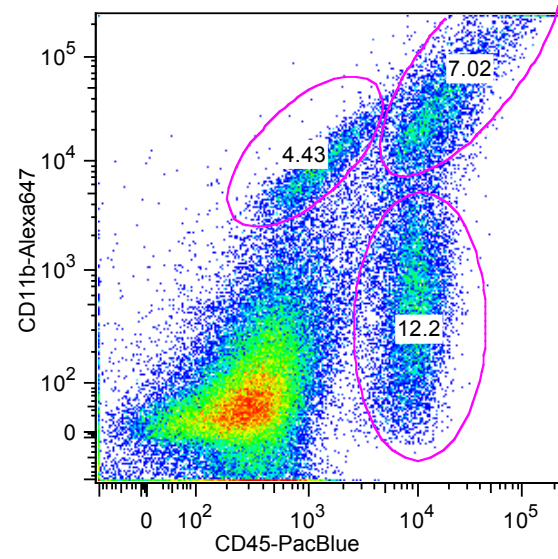

**Supplementary Figure S1. Monocytes infiltrate brain upon tumor implantation.** (A) Expression of CD11b and CD45 in control brain shows one dominant population of cells with intermediate expression of CD45 characterized as microglia. (B) Presence of tumor in brain results in the influx of CD11b<sup>high</sup>, CD45<sup>high</sup> glioma monocytes/macrophages.

a

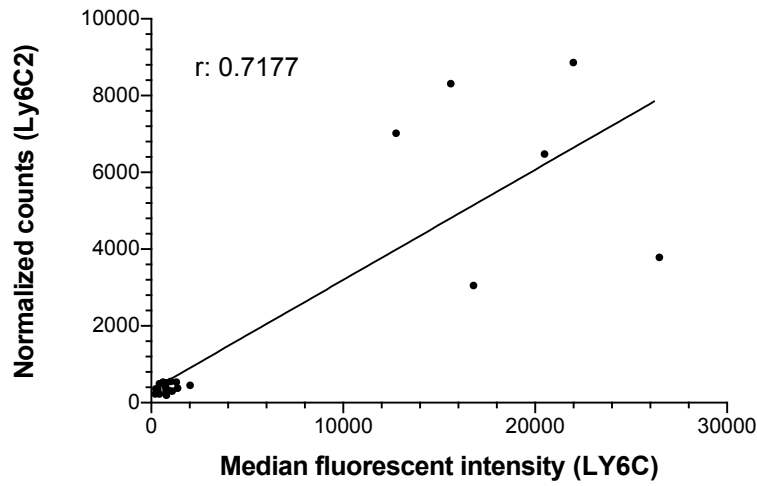

b

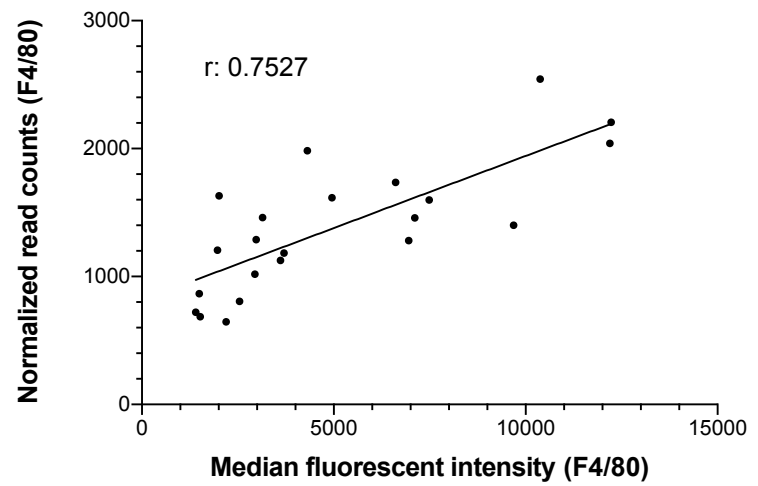

**Supplementary Figure S2. RNA expression is correlated with protein levels in isolated cells.** (A) Normalized counts and median fluorescent intensity of Ly6C in all cell populations shows high level of nonparametric Spearman correlation ( $r: 0.7177$ ). (B) Normalized counts and median fluorescent intensity of F4/80 in all cell populations is consistent with high level of nonparametric Spearman correlation ( $r: 0.7527$ ).

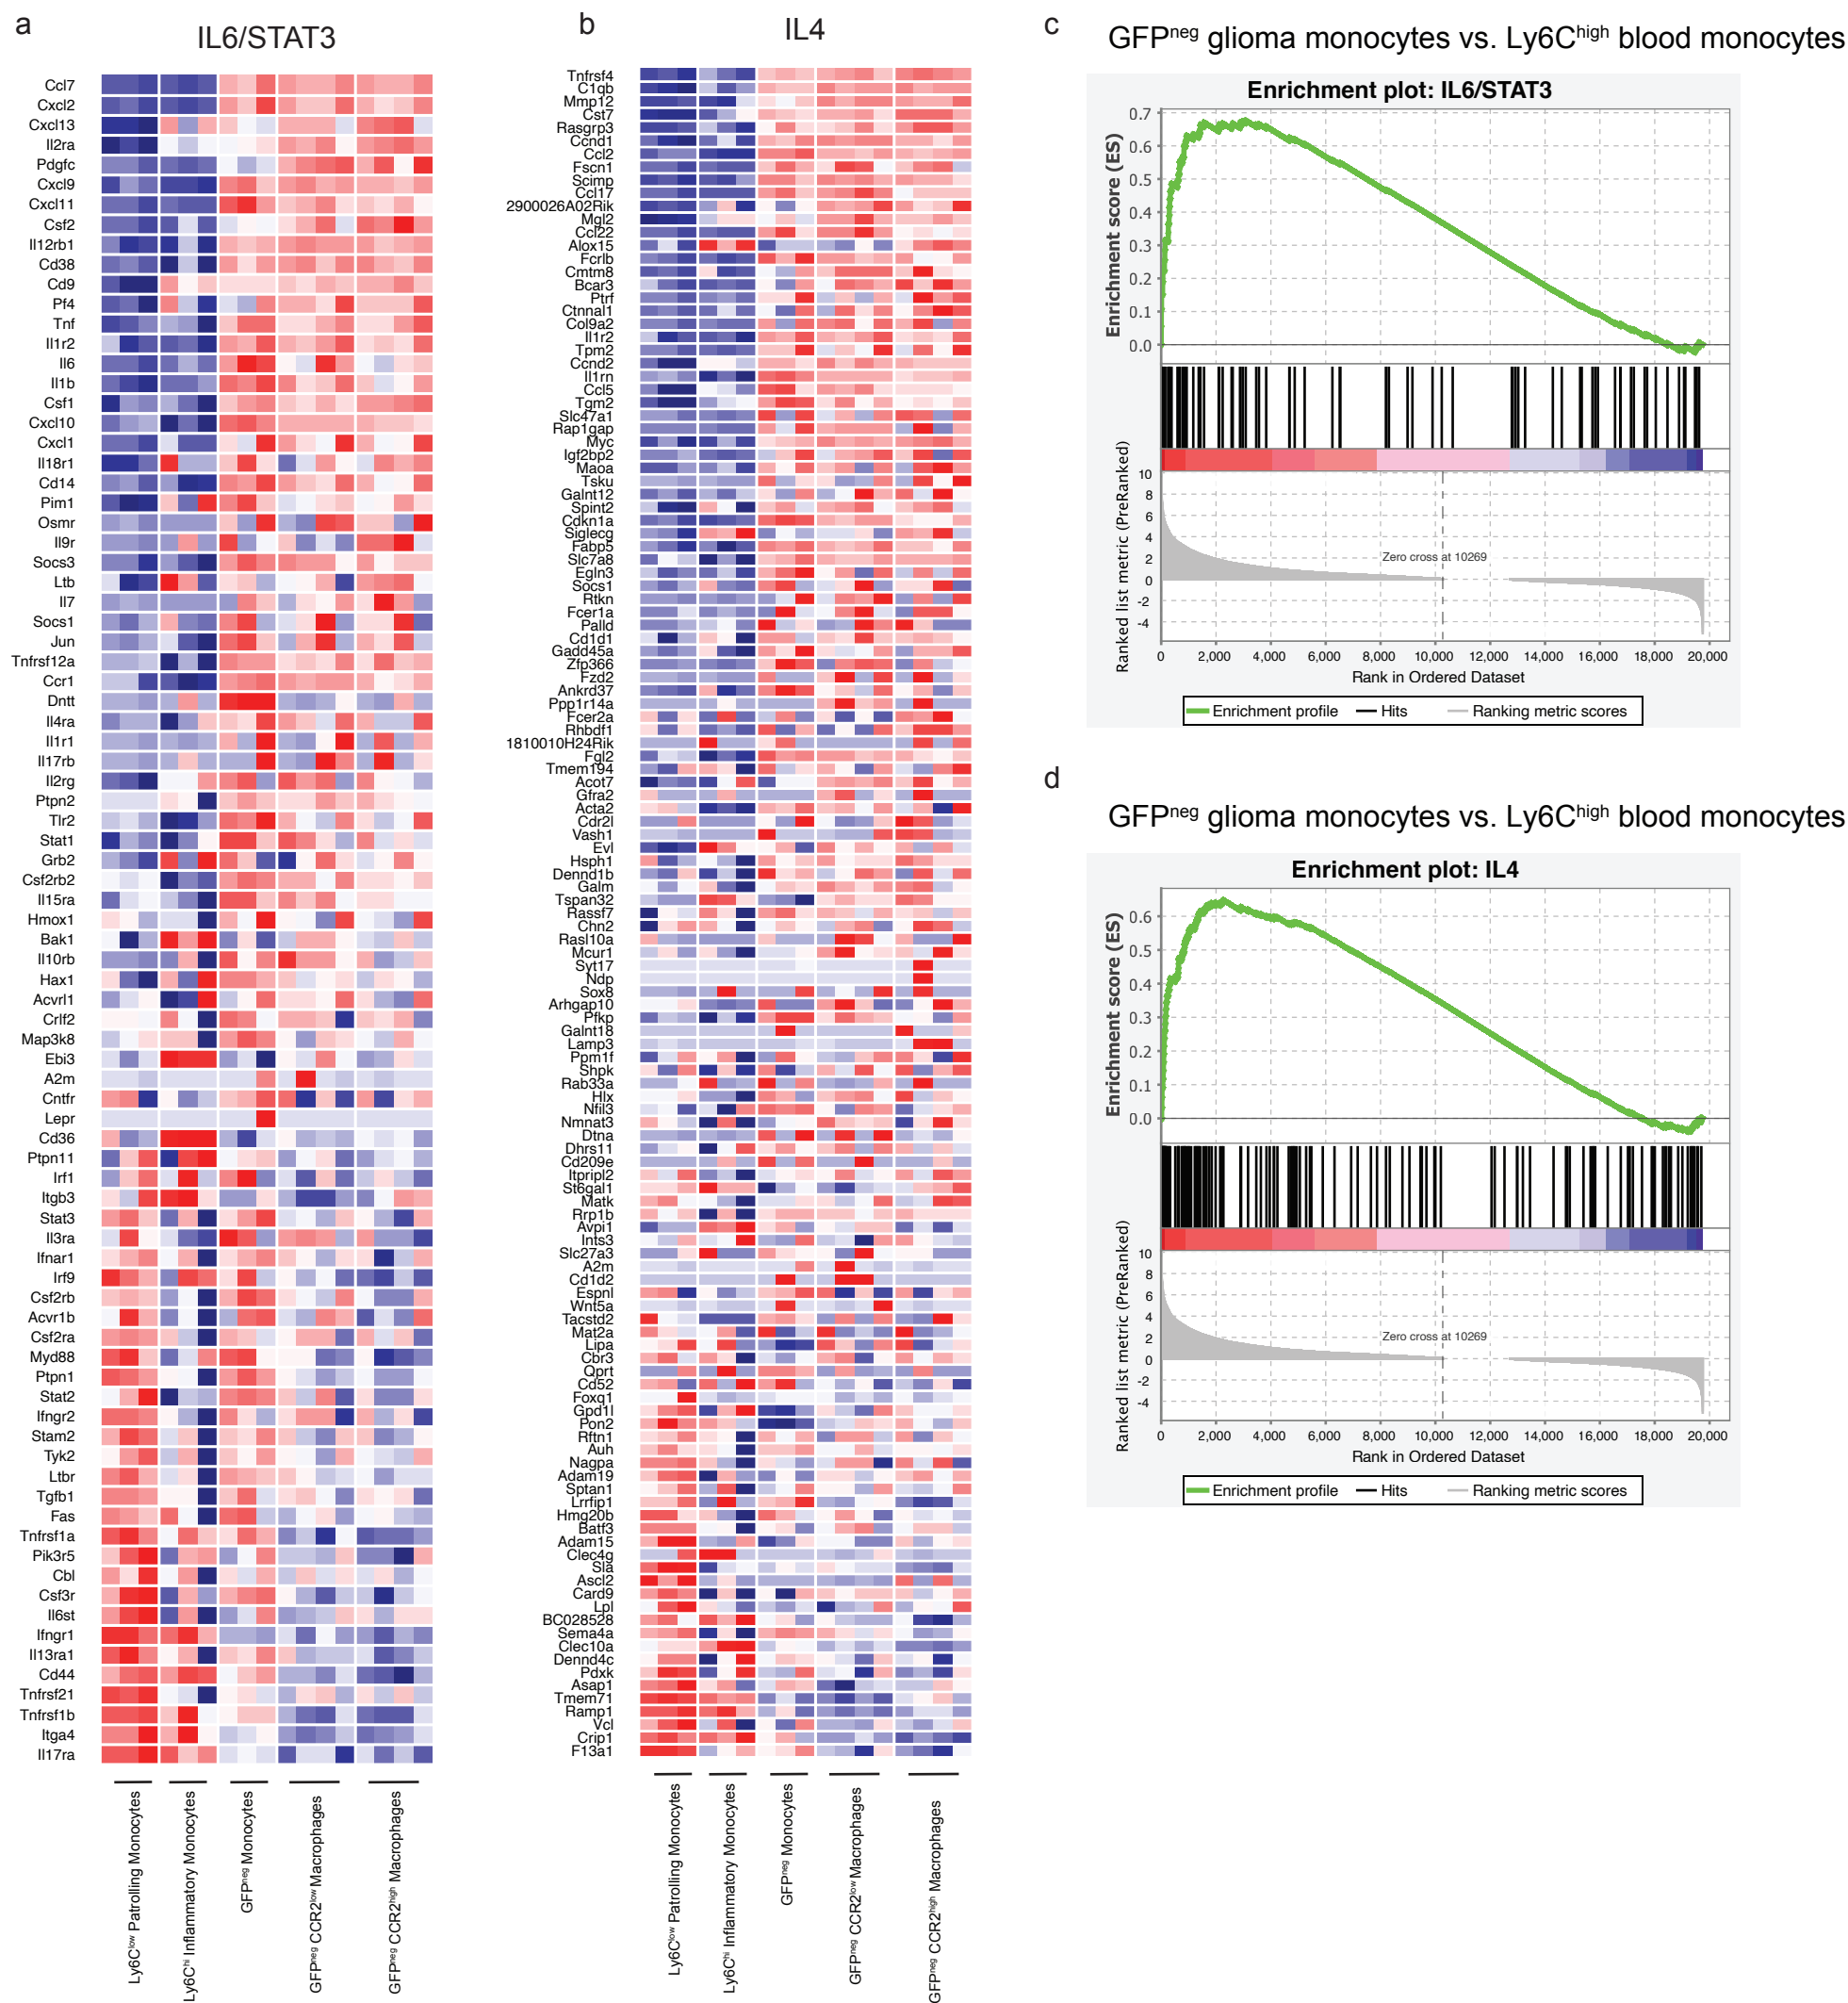

**Supplementary Figure S3. Analysis of IL6/STAT3 and IL4 cytokine pathways in glioma monocytes and macrophages versus blood-derived monocytes shows pro-and anti-inflammatory pathway activation.** (A) IL6/STAT3 pathway, a pathway associated with pro- and anti-inflammatory properties, is upregulated as shown by the high relative expression in tumor infiltrating cell groups. (B) Genes associated with the anti-inflammatory IL4 pathway are expressed at higher level in monocytes and macrophages found in tumor compared to blood-derived monocytes. (C and D) Gene set enrichment analysis (GSEA) for the ranked genes based on the differential expression of genes comparing GFP<sup>neg</sup> glioma monocytes to Ly6C<sup>high</sup> blood monocytes, identified significant upregulation (FDR p-value <0.05) of the IL6/STAT3 and IL4 pathways.

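A pre-ranked gene set test asks whether the genes of a list gather at the top of all genes ordered by fold change. The 78 tested IL6/STAT3 genes were ordered among all tested genes by the log2 fold change of GFP neg glioma monocytes over Ly6C high blood monocytes. With 10000 permutations of the genes, fgsea gave an enrichment score of 0.665, a normalized score of 1.48 and a permutation p of 0.000301, with 27 genes in the leading edge. Permuting genes treats them as independent. Ordering by the signed root of the test statistic gave a normalized score of 1.85 and a permutation p of 0.000105. Leaving out 1 replicate gave normalized scores of 1.37 to 1.62. The test camera with its preset correlation of 0.01 between genes gave p = 7.52e-06, and the call held with an estimated correlation (p = 0.0161) and under the rotation test fry (p = 1.2e-06). The genes tested are those read from the heat map. Whether they are the whole IL6/STAT3 set, or were picked on these samples, is not known, so the test describes the genes shown and is not independent evidence for the set. The IL4 genes shown were not given a set test.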

**Supplementary Table S1. Differential expression analysis of the specific markers in the different cell populations.**

| <b>Ly6C<sup>High</sup> Blood Monocytes<br/>compared to Ly6C<sup>Low</sup> Blood<br/>Monocytes</b> |                             |             |                              |
|---------------------------------------------------------------------------------------------------|-----------------------------|-------------|------------------------------|
|                                                                                                   | <b>Log<sub>2</sub>fold:</b> | <b>SEM:</b> | <b>Adjusted<br/>p-value:</b> |
| <b>Csf1r</b>                                                                                      | 0.3505                      | 0.2679      | 0.447625                     |
| <b>Ly6C</b>                                                                                       | 3.1203                      | 0.4835      | 3.135212                     |
| <b>Ccr2</b>                                                                                       | 1.8083                      | 0.4791      | 0.004227                     |
| <b>Cx3cr1</b>                                                                                     | 0.5116                      | 0.3771      | 0.426897                     |
| <b>Spn</b>                                                                                        | -2.656                      | 0.4288      | 1.303453                     |
| <b>Sell</b>                                                                                       | 2.1469                      | 0.4704      | 0.000277                     |
| <b>Trem14</b>                                                                                     | -1.4378                     | 0.667       | 0.15192                      |

**Supplementary Table S1A.** Differential expression analysis of Ly6C<sup>High</sup> Blood monocytes compared to Ly6C<sup>Low</sup> blood monocytes with fold<sub>2</sub>change, SEM and adjusted p-values, corresponding to Figure 3A. (Significant genes in grey: p-adjusted p-value <0.05)

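Supplementary Table S1 gives, per gene and pair of populations, the log2 fold change of the first population over the second, its standard error and an adjusted p. It holds 160 such entries for the markers of Fig. 3, which are 157 distinct pairs of gene and comparison. In the re-fitted counts 55 of these pairs were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with a normal prior, which pulls the fold changes of low or variable genes toward 0, called 68, and the fit with the mouse number as a block called 70. For 12 entries a population was at or under 3 counts in every replicate, so that only a lower bound of the fold change can be had.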

|        | Ly6C <sup>High</sup> Brain Monocytes<br>compared to CCR2 <sup>High</sup> Brain<br>Macrophages |        |                      | Ly6C <sup>High</sup> Brain Monocytes<br>compared to CCR2 <sup>Low</sup> Brain<br>Macrophages |        |                      | CCR2 <sup>High</sup> Brain<br>Macrophages compared to<br>CCR2 <sup>Low</sup> Brain Macrophages |        |                      |
|--------|-----------------------------------------------------------------------------------------------|--------|----------------------|----------------------------------------------------------------------------------------------|--------|----------------------|------------------------------------------------------------------------------------------------|--------|----------------------|
|        | Log <sub>2</sub> fold:                                                                        | SEM:   | Adjusted<br>p-value: | Log <sub>2</sub> fold:                                                                       | SEM:   | Adjusted<br>p-value: | Log <sub>2</sub> fold:                                                                         | SEM:   | Adjusted<br>p-value: |
| Ly6C   | 3.9043                                                                                        | 0.4539 | 9.10E-14             | 4.5142                                                                                       | 0.4546 | 3.25E-19             | 0.6099                                                                                         | 0.4248 | 1                    |
| Ccr2   | 1.5939                                                                                        | 0.4512 | 0.051425             | 3.261                                                                                        | 0.4533 | 6.63E-10             | 1.6671                                                                                         | 0.4232 | 0.086785             |
| Cx3cr1 | 0.5967                                                                                        | 0.3544 | 0.891859             | -1.3438                                                                                      | 0.3542 | 0.010555             | -0.7471                                                                                        | 0.3286 | 1                    |
| Fcgr1  | 0.9251                                                                                        | 0.2164 | 0.00559              | 1.2782                                                                                       | 0.217  | 1.49E-06             | 0.3531                                                                                         | 0.2016 | 1                    |
| Mertk  | -0.735                                                                                        | 0.4429 | 0.906502             | -0.9905                                                                                      | 0.4428 | 0.314565             | -0.2555                                                                                        | 0.4098 | 1                    |
| Itgax  | -1.1709                                                                                       | 0.5106 | 0.529809             | -0.9344                                                                                      | 0.5108 | 0.525399             | 0.2364                                                                                         | 0.4758 | 1                    |
| Ptprc  | 0.438                                                                                         | 0.226  | 0.753159             | 0.5202                                                                                       | 0.2261 | 0.285221             | 0.0822                                                                                         | 0.2097 | 1                    |
| Adgre1 | -0.6781                                                                                       | 0.2639 | 0.393226             | -0.9771                                                                                      | 0.2639 | 0.013806             | -0.2991                                                                                        | 0.2437 | 1                    |
| Mrc1   | -0.7276                                                                                       | 0.776  | 1                    | -0.9197                                                                                      | 0.7761 | 0.830959             | -0.1921                                                                                        | 0.7326 | 1                    |
| Ccr7   | -0.1238                                                                                       | 0.5257 | 1                    | 0.3798                                                                                       | 0.5261 | 0.966009             | 0.5037                                                                                         | 0.4911 | 1                    |
| Nr4a1  | 1.2849                                                                                        | 0.5065 | 0.410608             | 1.8326                                                                                       | 0.5068 | 0.01747              | 0.5477                                                                                         | 0.4733 | 1                    |

**Supplementary Table S1B.** Differential expression analysis of Ly6C<sup>High</sup> Brain Monocytes compared to CCR2<sup>High</sup> Brain Macrophages, Ly6C<sup>High</sup> Brain Monocytes compared to CCR2<sup>Low</sup> Brain Macrophages and CCR2<sup>High</sup> Brain Macrophages compared to CCR2<sup>Low</sup> Brain Macrophages with fold<sub>2</sub>change, SEM and adjusted p-values, corresponding to Figure 3B. (Significant genes in grey: p-adjusted p-value <0.05)

|         | Ly6C <sup>High</sup> Blood Monocytes compared to Ly6C <sup>Low</sup> Blood Monocytes |        |                   | Ly6C <sup>High</sup> Blood Monocytes compared Ly6C <sup>High</sup> Brain Monocytes |        |                   | Ly6C <sup>High</sup> Blood Monocytes compared CCR2 <sup>High</sup> Brain Macrophages |        |                   | Ly6C <sup>High</sup> Blood Monocytes compared CCR2 <sup>Low</sup> Brain Macrophages |        |                   |
|---------|--------------------------------------------------------------------------------------|--------|-------------------|------------------------------------------------------------------------------------|--------|-------------------|--------------------------------------------------------------------------------------|--------|-------------------|-------------------------------------------------------------------------------------|--------|-------------------|
|         | Log <sub>2</sub> fold:                                                               | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                             | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                               | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                              | SEM:   | Adjusted p-value: |
| Cd74    | -1.2353                                                                              | 0.3948 | 0.02385           | -1.4252                                                                            | 0.3948 | 0.00361           | -1.6726                                                                              | 0.3706 | 9.41E-5           | -1.5568                                                                             | 0.3706 | 0.0003            |
| H2-Aa   | -1.8863                                                                              | 0.3794 | 5.21E-5           | -1.9483                                                                            | 0.3794 | 7.50E-06          | -2.3204                                                                              | 0.3561 | 2.68E-9           | -2.0389                                                                             | 0.3561 | 2.38E-07          |
| H2-Eb1  | -2.583                                                                               | 0.365  | 7.72E-10          | -2.7149                                                                            | 0.3651 | 8.45E-12          | -3.2453                                                                              | 0.3425 | 3.62E-19          | -3.0179                                                                             | 0.3425 | 1.17E-16          |
| IL1b    | -0.7593                                                                              | 0.5374 | 0.40318           | -5.2504                                                                            | 0.5364 | 2.86E-20          | -4.3642                                                                              | 0.5053 | 5.41E-16          | -3.5561                                                                             | 0.5054 | 8.57E-11          |
| Arg1    | -0.5536                                                                              | 0.8529 | 0.76673           | -9.1603                                                                            | 0.8197 | 1.78E-26          | -8.674                                                                               | 0.7849 | 5.36E-26          | -8.3941                                                                             | 0.785  | 2.22E-24          |
| H2-DMb1 | -1.0238                                                                              | 0.435  | 0.11017           | -1.3805                                                                            | 0.4351 | 0.01357           | -1.6863                                                                              | 0.4086 | 0.00045           | -1.2646                                                                             | 0.4087 | 0.01235           |
| Il4ra   | -0.2289                                                                              | 0.5655 | 0.88451           | -1.4953                                                                            | 0.5653 | 0.05265           | -1.3113                                                                              | 0.5327 | 0.06464           | -1.199                                                                              | 0.5327 | 0.09464           |
| Tnf     | -0.6023                                                                              | 0.719  | 0.67171           | -4.3461                                                                            | 0.711  | 4.07E-08          | -3.5857                                                                              | 0.675  | 2.35144           | -3.969                                                                              | 0.6749 | 1.02E-07          |
| Mrc1    | -1.1392                                                                              | 0.8178 | 0.41148           | -1.4336                                                                            | 0.8181 | 0.27374           | -2.1612                                                                              | 0.778  | 0.03073           | -2.3533                                                                             | 0.778  | 0.01507           |
| Cd80    | 0.1315                                                                               | 0.6455 | 0.97052           | -2.1759                                                                            | 0.6153 | 0.0046            | -1.8439                                                                              | 0.5827 | 0.01106           | -1.7248                                                                             | 0.5856 | 0.01859           |
| Cd86    | 0.367                                                                                | 0.3352 | 0.54922           | -2.5304                                                                            | 0.3293 | 1.48E-12          | -2.4644                                                                              | 0.3091 | 1.15477           | -2.2531                                                                             | 0.3095 | 1.63E-11          |
| Nos2    | 0                                                                                    | 0.9855 | 1                 | -6.5559                                                                            | 0.9409 | 2.03E-10          | -5.5169                                                                              | 0.9057 | 3.42978           | -5.373                                                                              | 0.9061 | 7.68E-08          |

**Supplementary Table S1C.** Differential expression analysis of Ly6C<sup>High</sup> Blood Monocytes compared to Ly6C<sup>Low</sup> Blood Monocytes, Ly6C<sup>High</sup> Blood Monocytes compared Ly6C<sup>High</sup> Brain Monocytes, Ly6C<sup>High</sup> Blood Monocytes compared CCR2<sup>High</sup> Brain Macrophages and Ly6C<sup>High</sup> Blood Monocytes compared CCR2<sup>Low</sup> Brain Macrophages with fold<sub>2</sub>change, SEM and adjusted p-values, corresponding to Figure 3C-E. (Significant genes in grey: p-adjusted p-value <0.05)

|         | Ly6C <sup>Low</sup> Blood Monocytes compared Ly6C <sup>High</sup> Brain Monocytes |        |                   | Ly6C <sup>Low</sup> Blood Monocytes compared CCR2 <sup>High</sup> Brain Macrophages |        |                   | Ly6C <sup>Low</sup> Blood Monocytes compared CCR2 <sup>Low</sup> Brain Macrophages |        |                   |
|---------|-----------------------------------------------------------------------------------|--------|-------------------|-------------------------------------------------------------------------------------|--------|-------------------|------------------------------------------------------------------------------------|--------|-------------------|
|         | Log <sub>2</sub> fold:                                                            | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                              | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                             | SEM:   | Adjusted p-value: |
| Cd74    | -0.1899                                                                           | 0.3948 | 0.78662           | -0.4373                                                                             | 0.3706 | 0.4217            | -0.3215                                                                            | 0.3706 | 0.5721            |
| H2-Aa   | -0.0619                                                                           | 0.3792 | 0.93683           | -0.434                                                                              | 0.3558 | 0.40257           | -0.1526                                                                            | 0.3558 | 0.79754           |
| H2-Eb1  | -0.1318                                                                           | 0.3645 | 0.84565           | -0.6623                                                                             | 0.3419 | 0.14979           | -0.4348                                                                            | 0.3419 | 0.37828           |
| IL1b    | -4.4911                                                                           | 0.5353 | 5.44E-15          | -3.6049                                                                             | 0.5041 | 4.77E-11          | -2.7968                                                                            | 0.5042 | 6.63E-07          |
| Arg1    | -8.6068                                                                           | 0.7987 | 1.28E-24          | -8.1204                                                                             | 0.7625 | 3.93E-24          | -7.8406                                                                            | 0.7626 | 1.50E-22          |
| H2-DMb1 | -0.3566                                                                           | 0.4346 | 0.61575           | -0.6624                                                                             | 0.4081 | 0.24164           | -0.2408                                                                            | 0.4082 | 0.7175            |
| Il4ra   | -1.2664                                                                           | 0.565  | 0.09481           | -1.0825                                                                             | 0.5324 | 0.12697           | -0.9701                                                                            | 0.5325 | 0.1772            |
| Tnf     | -3.7438                                                                           | 0.7041 | 2.75E-06          | -2.9834                                                                             | 0.6676 | 0.00011           | -3.3667                                                                            | 0.6675 | 8.16E-06          |
| Mrc1    | -0.2945                                                                           | 0.816  | 0.84579           | -1.022                                                                              | 0.7757 | 0.36097           | -1.2141                                                                            | 0.7757 | 0.26035           |
| Cd80    | -2.3074                                                                           | 0.6137 | 0.00181           | -1.9754                                                                             | 0.5809 | 0.00479           | -1.8563                                                                            | 0.5838 | 0.00889           |
| Cd86    | -2.8975                                                                           | 0.33   | 2.06E-16          | -2.8314                                                                             | 0.3098 | 8.06E-18          | -2.6201                                                                            | 0.3102 | 2.58E-15          |
| Nos2    | -6.6463                                                                           | 0.9381 | 8.70E-11          | -5.6073                                                                             | 0.9027 | 1.80E-08          | -5.4634                                                                            | 0.9031 | 4.13E-08          |

**Supplemental Table S1D.** Differential expression analysis of Ly6C<sup>Low</sup> Blood Monocytes compared Ly6C<sup>High</sup> Brain Monocytes, Ly6C<sup>Low</sup> Blood Monocytes compared CCR2<sup>High</sup> Brain Macrophages and Ly6C<sup>Low</sup> Blood Monocytes compared CCR2<sup>Low</sup> Brain Macrophages with fold<sub>2</sub>change, SEM and adjusted p-values, corresponding to Figure 3C-E. (Significant genes in grey: p-adjusted p-value <0.05)

|                | Ly6C <sup>High</sup> Brain Monocytes compared CCR2 <sup>High</sup> Brain Macrophages |        |                   | Ly6C <sup>High</sup> Brain Monocytes compared CCR2 <sup>Low</sup> Brain Macrophages |        |                   | CCR2 <sup>High</sup> Brain Macrophages compared CCR2 <sup>Low</sup> Brain Macrophages |        |                   |
|----------------|--------------------------------------------------------------------------------------|--------|-------------------|-------------------------------------------------------------------------------------|--------|-------------------|---------------------------------------------------------------------------------------|--------|-------------------|
|                | Log <sub>2</sub> fold:                                                               | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                              | SEM:   | Adjusted p-value: | Log <sub>2</sub> fold:                                                                | SEM:   | Adjusted p-value: |
| <b>Cd74</b>    | -0.2474                                                                              | 0.3706 | 1                 | -0.1316                                                                             | 0.3706 | 0.98971           | 0.1158                                                                                | 0.3445 | 1                 |
| <b>H2-Aa</b>   | -0.3721                                                                              | 0.3559 | 1                 | -0.0907                                                                             | 0.3559 | 0.99534           | 0.2814                                                                                | 0.3307 | 1                 |
| <b>H2-Eb1</b>  | -0.5304                                                                              | 0.3419 | 0.95942           | -0.303                                                                              | 0.3419 | 0.92616           | 0.2274                                                                                | 0.3176 | 1                 |
| <b>IL1b</b>    | 0.8863                                                                               | 0.503  | 0.84499           | 1.6943                                                                              | 0.5031 | 0.03421           | 0.808                                                                                 | 0.4696 | 1                 |
| <b>Arg1</b>    | 0.4863                                                                               | 0.7233 | 1                 | 0.7662                                                                              | 0.7233 | 0.88186           | 0.2799                                                                                | 0.6816 | 1                 |
| <b>H2-DMb1</b> | -0.3058                                                                              | 0.4082 | 1                 | 0.1159                                                                              | 0.4083 | 0.99158           | 0.4217                                                                                | 0.3798 | 1                 |
| <b>Il4ra</b>   | 0.1839                                                                               | 0.5322 | 1                 | 0.2963                                                                              | 0.5322 | 0.97838           | 0.1124                                                                                | 0.4972 | 1                 |
| <b>Tnf</b>     | 0.7604                                                                               | 0.6588 | 1                 | 0.3771                                                                              | 0.6587 | 0.97838           | -0.3833                                                                               | 0.6188 | 1                 |
| <b>Mrc1</b>    | -0.7276                                                                              | 0.776  | 1                 | -0.9197                                                                             | 0.7761 | 0.83096           | -0.1921                                                                               | 0.7326 | 1                 |
| <b>Cd80</b>    | 0.332                                                                                | 0.5464 | 1                 | 0.4511                                                                              | 0.5496 | 0.94566           | 0.1191                                                                                | 0.512  | 1                 |
| <b>Cd86</b>    | 0.066                                                                                | 0.3035 | 1                 | 0.2773                                                                              | 0.3038 | 0.9185            | 0.2113                                                                                | 0.2817 | 1                 |
| <b>Nos2</b>    | 1.039                                                                                | 0.85   | 1                 | 1.1829                                                                              | 0.8503 | 0.7443            | 0.1439                                                                                | 0.8084 | 1                 |

**Supplemental Table S1E.** Differential expression analysis of Ly6C<sup>High</sup> Brain Monocytes compared CCR2<sup>High</sup> Brain Macrophages, Ly6C<sup>High</sup> Brain Monocytes compared CCR2<sup>Low</sup> Brain Macrophages and CCR2<sup>High</sup> Brain Macrophages compared CCR2<sup>Low</sup> Brain Macrophages with fold<sub>2</sub>change, SEM and adjusted p-values, corresponding to Figure 3C-E.

How the deposited data were processed for this re-analysis (not part of the article)

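Gene expression was measured in 8 sorted populations from 4 mice: Ly6C high and Ly6C low monocytes of the blood, and monocytes, CCR2 high macrophages and CCR2 low macrophages of the glioma-bearing brain, the last 3 each with and without GFP. The authors deposited 30 columns of whole-number read counts per gene, one for each library, without normalization. To make them, the authors aligned 75-bp paired reads to mm10 with STAR, removed duplicates with Picard, and counted with htseq-count in its strict intersection mode on a Gencode GRCm38 annotation. The paper's text does not name a strand setting for the counting. Reads lost to duplicate removal or to overlapping genes before the counts were made cannot be recovered from them.

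The table holds 45317 gene symbols and 92 spike-in RNAs. Reads on no annotated gene (6.28% to 17.4% of the replicates' reads) and on overlapping genes (1.58% to 1.9%) were kept out of library sizes and tests. Of the symbols, 41743 (92.1%) are in GENCODE vM21, which uses the same genome build, and positions were taken from there. All 47 genes named by symbol in the tests were among them, as were 11132 of the 11566 tested genes (96.2%). Each library column was matched to its sample by name, and 0 columns were left unused. *Ly6c2* shares sequence with *Ly6c1*, so its counts are uncertain where the reads of both were split.

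The authors' quality rule, at least 6000 genes with 5 or more reads, was applied, and 1 library failed it. The other library of that sample was used in its place. A pair of libraries of another sample both passed and were summed, which gave 28 replicates, 6 of blood and 22 of brain. Counts on genes ran from 1553616 to 5689644 per replicate, with a median of 2140229.5. A gene at 0 in a replicate may still hold up to 3 counts of that total (the limit at 95% confidence), and a fold change against a population at or under 3 counts throughout is given only as a lower bound. Such limits cover counting error alone. All 36 pairs of replicates of a population from different mice differed by more than the sampling noise (chi-square per degree of freedom at least 8.16; Spearman correlation across genes 0.546 to 0.928). The 2 pairs of libraries, each of 1 sample, differed by more than this too, so the comparison cannot tell a repeat from a separate replicate, and replicates were taken as separate by their mouse numbers. The summed libraries, from GFP pos glioma monocytes of mouse 22, had a correlation of 0.567 (chi-square per degree of freedom 82.2) and held 8.68% and 1.29% spike-in counts. The library that failed, from Ly6C low monocytes of mouse 23, had a correlation of 0.243 (chi-square per degree of freedom 153) with the one used. Each correlation is lower than those between replicates of different mice in its own population.

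Tests used edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter, and the quasi-likelihood test with robust dispersions in 1 fit over all 8 populations, which share their estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Normalized read counts are CPM, the count divided by the TMM-scaled library size and expressed on a common scale, and log2 CPM used a prior count of 2. Principal components were computed after DESeq2's rlog transformation on the 500 most variable genes, and clustering on the 250 most variable ones. The rlog values depend slightly on the numerical library and the number of processor threads, which were held fixed. The IL6/STAT3 list was tested with fgsea 1.28.0 (10000 permutations) and with camera (preset correlation 0.01) and fry of limma 3.58.1.

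The genes named are every gene the paper names for these comparisons, and 5 genes in each direction chosen by a rule. These had the largest fitted log2 fold changes among called genes with a mean of at least 10 CPM and no overlap between the compared replicates. The mean was not limited to the compared populations. *Abcc3*, *C1ra* and *Ltc4s* had means under 10 CPM in both blood populations and reached it in the brain. For a gene at 0 in a population the fitted value depends on the prior count, so this order is not an order of measured change. This rule, the designs, the lists of marker genes and all alternatives but 3 were fixed before the data were examined. The lists hold marker genes of microglia, neutrophils, B cells, T and NK cells, erythroid cells, oligodendrocytes, astrocytes, neurons and dendritic cells, genes induced by tissue dissociation, and *Xist* with Y-linked genes. Genes of the paper's IFNγ, IL10, IL4 and IL6/STAT3 lists were transcribed from its heat maps. Its microglial sensome and TGF-β sets were not analysed here, nor were its flow cytometry data. A few single genes that this rule or these lists include are not reported here.

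The alternatives were DESeq2 size factors or the spike-ins in place of TMM, DESeq2 1.42.0 without and with the normal prior, a filter of 1 count or of 10 counts in every library, only the compared populations in the fit, the mouse number as a block, all libraries kept, first libraries only, and each replicate left out in turn. Principal components were also computed with other transformations and gene sets. Mouse numbers pair the samples, because all samples with a number come from 1 animal. Deviations from the population means correlated with a median r of 0.136 over 86 pairs of samples of the same mouse (-0.0971 to 0.674; 47 over 0.1), and of -0.0303 over 256 pairs from different mice (-0.477 to 0.203; 20 over 0.1). The correlations are across genes, which are not independent.

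The code was tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed. In the sizes of the GFP comparison of monocytes and of glioma against blood monocytes, 0.5% and 0% of genes changed by 1 on the log2 scale were called, 38% and 37.5% of those changed by 2, and 63.5% and 60% of those changed by 3, among 11247 to 11288 tested genes, with 0 to 8 unchanged genes called. DESeq2 called 153 of 200 genes changed by 3 (76.5%) and 37 unchanged ones among 11566 genes. In the simulated data fgsea gave a permutation p of 0.000206 for a set of 112 raised genes and 0.887 for a random set of 80, both among 11288 genes.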

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

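The tests for free RNA of the brain tissue, for a swap of samples between mice of different sex and for a varying share of T and NK cells were chosen after the result they measure had been seen.

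In 8 of 108 groups of 4 macrophage samples, 1 sample lay so far from the others that its gap to the nearest of them, as a share of the whole range, exceeded Dixon's critical value for 4 samples. Chance gives about 1 in 20 such groups. Mouse 26 was the sample apart in 4 of the 8. In GFP neg CCR2 high macrophages *Mrc1* had 318.1 CPM in mouse 26 against 49.8 to 76 in the other mice, and in GFP neg CCR2 low macrophages 368.6 against 62.2 to 85.1. *Nos2* had 146.1 in GFP neg CCR2 low macrophages of mouse 26 against 1.85 to 24.8, and *Tnf* 319.5 in its GFP pos CCR2 high macrophages against 60.3 to 102. Mouse 23 was apart in GFP neg CCR2 low macrophages, with *Cd86* at 243.7 against 304 to 312 and *Nos1* at 5.19 against 0. In GFP pos CCR2 low macrophages *Ccr7* had 178.2 in mouse 24 against 89.5 to 99.3, and *Cd74* had 25319 in mouse 22 against 13677 to 15552.

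Mouse 26 was also the only mouse with more than 1 count on *Xist* in any replicate. Its replicates had 83 to 336 counts on *Xist* and none on Y-linked genes, while those of mice 22, 23 and 24 had 173 to 784 counts on Y-linked genes and at most 1 on *Xist*. A swap of samples between mice of different sex would leave libraries that differ from the others of their mouse number. There were 0 such libraries, which argues against it, while a swap between mice of the same sex would leave no trace in this test. The sex of mouse 26 and other differences between single animals stay open as untested biological explanations of its apart values, since sex and animal coincide.

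Marker genes of microglia, which the paper does not report for these populations, were high in the glioma populations. All 10 tested genes of the list were called higher in GFP neg glioma monocytes than in Ly6C high blood monocytes (10 adjusted over the list alone). Their median log2 fold change was 7.03, or 4.43 with the 4 genes at or under 3 counts throughout a population set at their bound. The median level was 3.21 CPM in Ly6C high and 0.148 in Ly6C low blood monocytes, 199 in GFP neg glioma monocytes, 260 in GFP neg CCR2 high and 437 in GFP neg CCR2 low macrophages. Blood monocytes themselves expressed 4 of the 10 genes at 10 CPM or more in Ly6C high cells, and *P2ry13* of the list is among the genes with the largest fitted fold changes in Ly6C high over Ly6C low cells. Between GFP neg glioma monocytes and CCR2 low macrophages 2 genes were called, both lower in monocytes (4 adjusted over the list alone; median -1.37). Against blood, 8 genes were called with spike-in scaling and 1 when 10 counts were required in every library, a filter that removes genes absent from blood.

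Free RNA of the brain tissue would bring the transcripts of other brain cells as well. No gene of the neuron list had a mean above 1.99 CPM in any brain population (*Snap25*, in GFP neg CCR2 low macrophages), which argues against free RNA of tissue with neurons as the source of the microglia genes. The highest mean in any brain population was 111 CPM for an astrocyte gene (*Aldoc*, 3.69 in Ly6C high blood monocytes) and 394 CPM for an oligodendrocyte gene (*Cnp*, 149.9 in Ly6C high blood monocytes), which reaches the median of the microglia list in GFP neg glioma monocytes (199 CPM). The medians of the astrocyte and oligodendrocyte lists there were 14.8 and 9.38 CPM. Free RNA of glial cells or of the tumour therefore stays open. A share of microglia that varies between the sorted samples may contribute. Within the populations the list's genes rose and fell together over 22 brain replicates with a median correlation of 0.543, above that of 100% of 10000 random lists matched on expression (95% of these lay below 0.152). A joint response of these genes in cells that came from the blood would also let them vary together. The change of tissue stays open as an untested explanation.

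Marker genes of T and NK cells differed between the blood populations. Of 11 genes, 10 were called lower in Ly6C high than in Ly6C low monocytes (10 adjusted over the list alone), with a median log2 fold change of -4.03, or -3.75 with genes at the floor set at their bound. In GFP neg glioma monocytes 10 were called higher than in Ly6C high monocytes (11 adjusted over the list alone; median 3.3, or 3.14 with bounds). The median level was 7.56 CPM in Ly6C high and 115 in Ly6C low monocytes, 89.2 in GFP neg glioma monocytes, 79.4 in GFP neg CCR2 high and 145 in GFP neg CCR2 low macrophages. The most abundant were *Lck* with 275 CPM in Ly6C low and *Nkg7* with 280 in GFP neg glioma monocytes. Ly6C high monocytes held 5 of the genes at 10 CPM or more. The list's calls between the blood populations were lost with spike-in scaling, under which 36 genes were called in all, and with only the blood populations in the fit. Requiring 10 counts in every library left 1, and leaving out 1 replicate 7 to 10. Against blood, glioma monocytes had 2 calls with spike-in scaling and 1 with 10 counts required.

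A share of T and NK cells that varies between the sorted samples is a candidate explanation. Over 28 replicates the list's genes correlated within populations with a median of 0.452, above 99.8% of the matched random lists (95% of these lay below 0.19). Expression of such genes by the monocytes themselves, to a degree that differs between samples, would give the same, and the difference between the sorted populations stays open as an untested biological explanation.

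*Igha*, which encodes the constant region of the IgA heavy chain, had 905 CPM in GFP neg glioma monocytes (141 to 1715 over the 3 mice) and 0 in every blood replicate. The other brain populations without GFP had means of 134 (CCR2 high) and 295 (CCR2 low), which rested largely on mouse 24. In CCR2 high macrophages mouse 24 had 462.8 CPM against 4.8 to 58.7 in the other mice. In CCR2 low macrophages it had 990.7 against 11 to 159.8. Of the 8 tested genes of the B cell list, 1 was called higher in GFP neg glioma monocytes than in Ly6C high monocytes (1 adjusted over the list alone, and 2 with the mouse number as a block), with a median log2 fold change of 1.52. The median level of the list was 21.3 CPM against 11.4, with *Igkc* the most abundant at 1363. Counts of a constant region can hold reads shared with the other immunoglobulin heavy chains. No explanation of the *Igha* level was tested beyond this list, and the change of tissue stays open.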

How the results depend on the processing

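The tests with the second library of a sample in place of the first, and DESeq2 with its default independent filtering, alone or together with those libraries, were chosen after seeing the data. Unless stated, the cause of a change was not tested. The values compared are those of edgeR in 1 fit over all populations. It called 0 genes for the effect of GFP in glioma monocytes (739 at an unadjusted p under 0.05), 649 between blood monocytes, 21 and 140 between GFP neg glioma monocytes and GFP neg CCR2 high and CCR2 low macrophages, 0 between these macrophages (276), 0 and 0 for GFP in CCR2 high and CCR2 low macrophages (69 and 184), and 0 for the averaged effect of GFP (474).

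In this order of 8 comparisons DESeq2 without a prior called 21, 1388, 102, 274, 8, 1, 3 and 20 genes. It also called 2, 3 and 1 genes whose effect of GFP differed between monocytes and CCR2 high macrophages, between monocytes and CCR2 low macrophages, and between the macrophages, where edgeR called none. With the normal prior DESeq2 called 20, 1303, 103, 276 and 9 genes in the first 5, 5 for GFP in CCR2 low macrophages, 13 for its averaged effect and 1 for the difference between monocytes and CCR2 low macrophages. Default filtering gave 10, 1303, 103, 273, 9, 5, 13 and 1, and with the second libraries as well 13, 1278, 78, 259, 8, 5, 19 and 1. On simulated counts of the size of glioma against blood monocytes DESeq2 called 76.5% of genes changed by 3 on the log2 scale and 37 unchanged ones, where edgeR called 60% and 4.

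Spike-in scaling left 36 genes called between blood monocytes, 390 higher and 8 lower in glioma than in blood monocytes (against 1286 and 310), 523 and 591 in GFP neg CCR2 high and CCR2 low macrophages against blood (2060 and 2340), and 0 (87 at an unadjusted p under 0.05) and 1 between glioma monocytes and the macrophages. On the IFNγ, IL10, IL6/STAT3 and IL4 lists it left 26, 15, 13 and 18 higher (against 65, 39, 30 and 32) and 0 of the 8 lower calls fell on any of them (against 2, 2, 3 and 5). On the marker lists of other cell types and of dissociation it left 18 calls (against 49). It reversed Ly6C high against Ly6C low monocytes for *Cd74* (0.76, adjusted p = 0.426; from 0.0183 to 0.519 over its alternatives), *H2-Aa* (0.22) and *H2-DMb1* (1.07), none of them called then. In this comparison it moved the median of all genes from 0.0234 to 1.69, above these 3 values, so relative to all genes the 3 stayed lower in Ly6C high monocytes. Among the counts of genes, DESeq2's size factors in edgeR moved only the averaged effect of GFP, to 1 gene, by more than 1.5 times.

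Testing only genes with 10 counts in every library removes genes absent from a population. It gave 369 genes higher in glioma than in blood monocytes, 986 and 1034 for the macrophages against blood, 28, 10, 9 and 8 higher on the 4 cytokine lists and 16 calls on the marker lists, and 48 between glioma monocytes and CCR2 high macrophages, where fewer genes are corrected for. It gave no value for genes it removes, such as *Arg1*, *Nos1*, *Nos2*, *Mrc1*, *Cd80*, *Ccr7* and *Mertk*. With no filter beyond 1 count 397 genes were called between blood monocytes and 204 lower in glioma monocytes. Fitting only the compared populations leaves fewer replicates to estimate the spread. It called 0 genes between blood monocytes (634 at an unadjusted p under 0.05), 640 lower in glioma monocytes, 101 and 293 between these and the macrophages, 3 for the averaged effect of GFP, and 5 lower IL6/STAT3 and 11 lower IL4 genes. First libraries only gave 3 for GFP in monocytes, 323 between blood monocytes, 52 and 237 between glioma monocytes and the macrophages, and 2 for the averaged effect.

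The mouse number as a block called 96 and 284 genes between GFP neg glioma monocytes and the macrophages, 3 between the macrophages, 3 for the averaged effect of GFP, and 6, 7 and 9 lower genes on the IL10, IL6/STAT3 and IL4 lists. Single genes that gained or lost a call with the block number 13 and 1, and the B cell list gained 1. The block changed no other call of a gene reported here and moved no other count by more than 1.5 times.

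Leaving out 1 replicate gave 0 to 1 genes for GFP in monocytes over 6 fits (1 without GFP pos monocytes of mouse 22 or 26) and 0 to 1 for its averaged effect over 22 fits. Between blood monocytes it gave 224 to 2444 genes, with 224 without Ly6C high blood monocytes of mouse 23, 277 without Ly6C high blood monocytes of mouse 24 and 2444 without Ly6C low blood monocytes of mouse 24. In glioma against blood monocytes it gave 824 to 1108 higher, with 824 without Ly6C high blood monocytes of mouse 23 and 829 without Ly6C high blood monocytes of mouse 24, and 170 to 237 lower, with 170 without GFP neg glioma monocytes of mouse 22, 180 without GFP neg glioma monocytes of mouse 26 and 189 without Ly6C high blood monocytes of mouse 24. CCR2 high macrophages against blood gave 1307 to 1821 and CCR2 low macrophages 1541 to 2133, both lowest without Ly6C high blood monocytes of mouse 24. Glioma monocytes gave 6 to 21 against CCR2 high macrophages, with 6 without GFP neg CCR2 high macrophages of mouse 22, 7 without GFP neg CCR2 high macrophages of mouse 23, 9 without GFP neg glioma monocytes of mouse 22, 9 without GFP neg CCR2 high macrophages of mouse 24, 10 without GFP neg glioma monocytes of mouse 24 and 10 without GFP neg CCR2 high macrophages of mouse 26, and 47 to 110 against CCR2 low macrophages, with 47 without GFP neg glioma monocytes of mouse 24, 65 without GFP neg CCR2 low macrophages of mouse 24, 67 without GFP neg glioma monocytes of mouse 22, 74 without GFP neg CCR2 low macrophages of mouse 23 and 82 without GFP neg CCR2 low macrophages of mouse 22. Lower calls numbered 0 to 1 and 1 to 3 on the IFNγ and IL10 lists.

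The difference in spike-in share between Ly6C high blood and GFP neg glioma monocytes, -0.16 on the logit scale, ran from -0.529 without Ly6C high mouse 24 to 0.211 without mouse 23, with a change of sign there and without GFP neg mouse 26 (0.089). *Ccr7* between GFP neg glioma monocytes and CCR2 high macrophages ran from -0.323 to 0.191, turning positive without glioma monocytes of mouse 22 or macrophages of mouse 24. Against Ly6C low blood monocytes the log2 fold changes ran, from the fit without Ly6C low mouse 22 to that without mouse 23, from -0.241 to 0.805 for *H2-Aa* and -0.141 to 0.906 for *H2-DMb1* in CCR2 low macrophages, and from -0.283 to 0.764 for *H2-Aa* and -0.207 to 0.822 for *H2-Eb1* in glioma monocytes. No leave-one-out value of these genes was called in these comparisons.

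The first principal component held 59.7% of the variance after rlog, 67.6% after DESeq2's variance-stabilizing transformation, 68.2% on log2 CPM, 35.8% over all genes passing the filter and 54.8% with first libraries only. Of the 250 most variable genes 74.8% were higher in every brain than in every blood population, 81.6% and 86.4% with the other transformations, and 30.5% of all genes passing the filter, which include those that vary little.

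The marker gene pairs of Fig. 3 and Table S1 kept within 1.5 times of 55 calls under every alternative (39 to 70), and the IL6/STAT3 set test kept p under 0.05 in each (1.2e-06 to 0.0161). Of 2024 alternative values of single genes, 1793 kept their direction and their side of the threshold. Calls of single genes were lost most often with a replicate left out (39 lost, 13 gained), with spike-in scaling (29 and 7) and with only the compared populations (15 and 12), then with no filter (6 lost), first libraries only (6 lost, 9 gained) and all libraries kept (1 and 2). Calls were only gained with DESeq2 (14 without a prior, 14 with the normal prior, 13 with default filtering, 12 with the second libraries as well), with 10 counts in every library (6), with DESeq2's size factors (1) and with the second libraries (1). Among counts on single marker lists 6 moved with 10 counts in every library, 6 with spike-in scaling, 3 with only the compared populations and 2 with a replicate left out.

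Depth and replicate number limit the counts of genes called. In the simulated data 0.5% of genes changed by 1 on the log2 scale were called in the GFP comparison of monocytes and 63.5% of those changed by 3, so effects of GFP of about 1 in single genes were not detectable there.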

Differences from the paper's values

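DESeq2 with its default independent filtering, with or without the second libraries, is the only kind of test here that was chosen after seeing the values. The other alternatives were set before the data were examined.

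The paper tested with DESeq2 and its text does not name a prior or a filter, while the counts set beside it here come from edgeR. The test used is therefore part of each difference in the number of genes called. The paper reports 11 genes that differ between GFP pos and GFP neg glioma monocytes, and 0 were called here by edgeR (739 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap: DESeq2 called 21 without a prior and 20 with the normal prior, first libraries only gave 3, and DESeq2's size factors in edgeR, spike-in scaling, no filter, 10 counts in every library, only the compared populations, the mouse number as a block and all libraries kept gave 0. DESeq2 with the normal prior and default filtering came within the paper's value, with 10 genes, or 13 with the second libraries in place of the first, and both settings were chosen after seeing the values.

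Between Ly6C high and Ly6C low blood monocytes the paper reports 1292 genes by DESeq2, and 649 were called here by edgeR. The count came within 1.5 times of the paper's with DESeq2 without a prior (1388) and with the normal prior (1303), and with the mouse number as a block (922), which stayed below it. It did not with DESeq2's size factors in edgeR (669), spike-in scaling (36), no filter (397), 10 counts in every library (578), only the compared populations (0, with 634 at an unadjusted p under 0.05), all libraries kept (757) or first libraries only (323). The settings chosen after seeing the values gave 1303 with default filtering and 1278 with the second libraries as well, which are within 1.5 times as well.

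In Table S1 the paper gives 160 log2 fold changes, 2 of them without a value here. The sign was the same in 157, and 4 values differed. For *Cx3cr1* in GFP neg glioma monocytes over CCR2 high macrophages the paper gives 0.5967, and the value here was -0.5936, of nearly the same size with the sign turned. Over CCR2 low macrophages the paper gives -1.3438 for glioma monocytes (here -1.331) and -0.7471 for CCR2 high macrophages (here -0.7373). The difference between these 2 values of the paper is negative and of the size of its value for glioma monocytes over CCR2 high macrophages. No alternative set before the data were examined changed the sign of the value here for glioma monocytes over CCR2 high macrophages (-0.7589 to -0.5925). For *Arg1* in Ly6C low blood monocytes over GFP neg glioma monocytes, CCR2 high and CCR2 low macrophages the paper gives -8.6068, -8.1204 and -7.8406, while the bounds here, with *Arg1* at or under 3 counts in every Ly6C low replicate, were -9.945, -9.342 and -9.017. With all replicates only DESeq2 with the normal prior came within the paper's values (-8.604, -8.117 and -7.837). No other alternative set before the data were examined over all replicates did, while without mouse 26 the bounds of glioma monocytes and CCR2 low macrophages, 331-fold and 336-fold, are at most 1.5 times the paper's folds. Requiring 10 counts in every library gave no value.

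Calls in Table S1 also differed. Of the 157 distinct pairs of gene and comparison, 50 were called in both and 11 only by the paper. Another 5 were called here, and for these the paper's table prints an adjusted p above 1: *Ly6c2* (the paper's 3.135212, here 0.000548) and *Spn* (1.303453, here 0.00124) between the blood monocytes, and *Tnf* (2.35144, here 0.00152), *Cd86* (1.15477, here 4.64e-06) and *Nos2* (3.42978, here 0.00214) between GFP neg CCR2 high macrophages and Ly6C high blood monocytes. An adjusted p cannot exceed 1, so these printed values do not tell whether the paper called the 5 pairs. All 11 pairs called only by the paper were called by DESeq2 without a prior and with the normal prior, and also with its default filtering, with or without the second libraries, settings chosen after seeing the values. Between GFP neg glioma monocytes and CCR2 low macrophages, *Cx3cr1* (the paper's 0.010555, here 0.0617) was also called with 10 counts in every library (0.0326), only the compared populations (0.0264) and the mouse number as a block (0.0013), and over all alternatives its adjusted p ran from 0.0013 to 1. *Adgre1* (the paper's 0.013806, here 0.0647) was also called with DESeq2's size factors in edgeR (0.0476), 10 counts in every library (0.0191), only the compared populations (0.0482) and the mouse number as a block (0.0409), and over all alternatives its adjusted p ran from 0.00902 to 1. *Nr4a1* (the paper's 0.01747, here 0.053) was also called with 10 counts in every library (0.0483), only the compared populations (0.044), the mouse number as a block (0.000133), first libraries only (0.0444) and the fit without GFP neg CCR2 low macrophages of mouse 26 (0.0296), and over all alternatives its adjusted p ran from 0.000133 to 1. *Il1b* (the paper's 0.03421, here 0.0792) was also called with the mouse number as a block (0.000686) and the fit without GFP neg CCR2 low macrophages of mouse 26 (0.0292), and over all alternatives its adjusted p ran from 0.000686 to 1. Between GFP neg glioma monocytes and CCR2 high macrophages, *Fcgr1* (the paper's 0.00559, here 0.0675) was also called with 10 counts in every library (0.0152), only the compared populations (0.048), the mouse number as a block (0.0205) and first libraries only (0.0174), and over all alternatives its adjusted p ran from 0.00277 to 1. Between the blood monocytes, *Cd74* (the paper's 0.02385, here 0.0563) was also called with 10 counts in every library (0.0347), the mouse number as a block (0.0183), all libraries kept (0.0487), the fit without Ly6C low blood monocytes of mouse 22 (0.0398) and the fit without Ly6C low blood monocytes of mouse 24 (0.0261), and over all alternatives its adjusted p ran from 0.0183 to 0.519. Between GFP neg CCR2 high macrophages and Ly6C high blood monocytes, *Mrc1* (the paper's 0.03073, here 0.0792) was also called with only the compared populations (0.0316) and the mouse number as a block (0.0234), and over all alternatives its adjusted p ran from 0.0213 to 0.524. *Cd80* (the paper's 0.01106, here 0.0636) was also called with first libraries only (0.0215) and the fit without GFP neg CCR2 high macrophages of mouse 23 (0.0337), and over all alternatives its adjusted p ran from 0.011 to 0.659. Between GFP neg CCR2 low macrophages and Ly6C high blood monocytes, *Mrc1* (the paper's 0.01507, here 0.0553) was also called with only the compared populations (0.022), the mouse number as a block (0.0121) and the fit without GFP neg CCR2 low macrophages of mouse 22 (0.0487), and over all alternatives its adjusted p ran from 0.0103 to 0.449. *Cd80* (the paper's 0.01859, here 0.0836) was also called with only the compared populations (0.0323), the mouse number as a block (0.0432) and first libraries only (0.0311), and over all alternatives its adjusted p ran from 0.0185 to 0.82. Between GFP neg CCR2 low macrophages and Ly6C low blood monocytes, *Cd80* (the paper's 0.00889, here 0.0599) was also called with the mouse number as a block (0.0224), and over all alternatives its adjusted p ran from 0.00879 to 0.447.

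Some statements in the paper's text differ in direction or level from the values here, and on several of these its own Table S1 goes with the values here. That table gives *Treml4* and *Cx3cr1* the same sign as here, with neither under 0.05. Nor is any adjusted p there under 0.05 for the MHC genes named below against Ly6C low monocytes. The same holds against Ly6C high monocytes for *Il4ra* in all brain populations and for *Mrc1* in glioma monocytes. The paper describes Ly6C high monocytes as high in *Treml4* and lower in *Cx3cr1* than Ly6C low monocytes. Ly6C high over Ly6C low monocytes had a log2 fold change of -1.57 for *Treml4* (adjusted p = 0.197) and 0.51 for *Cx3cr1* (adjusted p = 0.432), neither called. It states that MHC genes are higher in glioma-infiltrating than in blood cells. Against Ly6C low monocytes *H2-Aa*, *H2-Eb1* and *H2-DMb1* were not called in any GFP neg brain population, where glioma monocytes had 0.03, 0.10 and 0.34. Spike-in scaling, first libraries only and the fit without Ly6C low mouse 23 called some of them. The paper describes *Cd86* as low in all populations, and it had 292 to 368 CPM in the GFP neg brain populations, called higher than in Ly6C high monocytes. It also describes *Mrc1* and *Il4ra* as higher in glioma-infiltrating cells, and neither was called against Ly6C high monocytes, with log2 fold changes of 1.66 and 1.57 in glioma monocytes. With only the compared populations in the fit *Il4ra* was called in all 3 GFP neg brain populations and *Mrc1* in both macrophage populations. DESeq2 without and with the normal prior called *Il4ra* in glioma monocytes and *Mrc1* in both macrophage populations, where the mouse number as a block called *Mrc1* too. Its discussion names *Arg1* as a pro-inflammatory and *Nos1* as an anti-inflammatory marker, while its results name *Arg1* with the anti-inflammatory response. Its methods give mice of both sexes in equal number, and here only mouse 26 had more than 1 *Xist* count in a replicate.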

Other observations

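The tests in this part were written before the result they measure was seen.

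Whether other groupings of the same samples would give as large a result was counted for each comparison. With 3 samples against 3 there are 10 splits, so a share under 0.1 cannot be had. For GFP pos against GFP neg glioma monocytes 4 of the 10 splits gave at least the 739 genes with an unadjusted p under 0.05, and the largest other split gave 1123. Between blood monocytes 1 of 10, the real one, gave 649 called genes, with at most 108 in another. For glioma against blood monocytes, 1 split of 10 reached the higher and 1 the lower calls, and another gave at most 1 call in all. On the IFNγ, IL10, IL6/STAT3 and IL4 lists 1, 1, 1 and 1 of 10 splits gave as many higher calls, while for the IL6/STAT3 set test 3 of 10 had a normalized enrichment score as large in size and 1 of 10 as small a p.

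With 4 samples in a group there are 35 splits. Against Ly6C high blood monocytes 1 of 35 splits reached the 2060 calls of GFP neg CCR2 high macrophages (at most 214 in another) and 1 the 2340 of CCR2 low macrophages (at most 497). Between GFP neg glioma monocytes and CCR2 high macrophages 1 of 35 reached the 21 calls, with 0 calls in any other (up to 620 at an unadjusted p under 0.05), and against CCR2 low macrophages 1 reached the 140, with at most 21 in another. Over all 35 splits these shares are under 0.05. The splits treat the samples as exchangeable although mouse numbers pair them, so no conclusion about chance is drawn for these 4 counts. For the same reason the shares for the effect of GFP, which were larger, do not decide whether it was due to chance. In CCR2 high macrophages 26 of 35 splits had as many genes at an unadjusted p under 0.05 as the real 69 (up to 811), in CCR2 low macrophages 10 as many as 184 (up to 427). Between the GFP neg macrophages 8 had as many as 276 (up to 659). For the effect of GFP averaged over the brain populations 9 of 100 drawn splits did (up to 1492), and for its difference between monocytes and CCR2 high macrophages 61, between monocytes and CCR2 low macrophages 27 and between the macrophages 74 of 100.

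Because mouse numbers pair the samples, each real split of 2 populations was also compared with the splits that part as many pairs. For the averaged effect of GFP and its differences between populations, the drawn splits ignored the mouse numbers, and no splits within mice were drawn. These number 4 for comparisons of 3 samples with 3 and 8 for those with 4. In each of the 10 comparisons the real split alone reached its number of genes with an unadjusted p under 0.05, and the least share that can be had among so few splits is 1 of 4 or 1 of 8, so this comparison cannot reach 0.05. The splits of GFP pos against GFP neg cells that gave more such genes put both samples of at least 1 mouse on the same side, so that differences between mice entered them.

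More genes were called higher than lower in GFP neg glioma monocytes over Ly6C high blood monocytes. With spike-in scaling 98% of 398 calls were higher, so the excess of higher calls did not need TMM. All 398 were among the 1596 calls made with TMM, so this share rests on fewer genes and does not exclude TMM as part of the cause. Spike-in scaling is itself uneven, as the spike-ins made up 0.2904% to 1.263% of the counts in Ly6C high blood monocytes and 0.3191% to 0.7423% in GFP neg glioma monocytes. Library depth is argued against, since with every replicate thinned to the smallest total of 1553616 counts 77.2% of 1507 calls were higher (1163 against 344). Over 5 equal groups of genes by GC content the share was at least 77% (up to 84.7%), and by transcript length at least 72.3% (up to 88.4%), for the 96.2% of tested genes with such values, which argues against either as the cause. Requiring 10 counts in every library, a filter that removes genes absent from blood, lowered the share to 58.5%. The change of tissue, the different release of the cells and a share of other cell types among the sorted cells stay open.

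Genes induced by tissue dissociation were raised in GFP neg glioma monocytes over Ly6C high blood monocytes. All 25 genes of the list had a positive log2 fold change, 16 were called (17 adjusted over the list alone) and the median was 2.47, above that of 100% of 10000 matched random lists (highest 1.19; 95% lay below 0.403). With spike-in scaling 3 were called. The median level was 57.6 CPM in Ly6C high blood monocytes, where 22 of the genes reached 10 CPM, and 656 in glioma monocytes, with *Fos* the most abundant at 5155. Only brain cells were released with enzymes at 37 °C, so release and the change of tissue cannot be told apart, as every brain sample was treated in this way and no blood sample was. The list shares 2 genes with the paper's IFNγ list, 1 with its IL10 list and 2 with its IL6/STAT3 list.

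Lists of other cell types were compared in the same pair of populations. Of 10 neutrophil genes 0 were called higher and 1 lower (0 and 0 adjusted over the list alone; median log2 fold change 1.06), with *Csf3r* highest in glioma monocytes at 317 CPM. This list shares 1 gene with the IFNγ, 2 with the IL10 and 1 with the IL6/STAT3 list. Of 4 erythroid genes 0 were called (median 0.855, *Hbb-bs* at 25.9 CPM). Of 6 oligodendrocyte genes 3 were higher and 1 lower (5 and 1 adjusted over the list alone; median 4.35, or 1.53 with bounds). *Cnp* had 354 CPM in glioma monocytes, while *Mbp* had 421 in Ly6C high blood monocytes. Of 5 astrocyte genes 4 were higher (4 adjusted over the list alone; median 7.78, or 3.72 with bounds), at a median level of 14.8 CPM with *Aldoc* at 50.1. No neuron gene passed the filter. Of 8 dendritic cell genes 4 were higher (5 adjusted over the list alone; median 3.13, or 1.99 with bounds), with *Ccr7*, a marker the paper uses, at 311 CPM. Without Ly6C high mouse 23 or mouse 24 2 were. The list shares 1 gene with the microglia list. Of 5 tested *Xist* and Y-linked genes 0 were called (median -0.952). With spike-in scaling 1 oligodendrocyte, 2 astrocyte and 2 dendritic cell genes were called higher, and with only the compared populations 1 oligodendrocyte and 2 astrocyte genes.

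The share of spike-in counts was 0.722% ± 0.495 (SD, n = 3) in Ly6C high blood monocytes and 0.553% ± 0.215 (SD, n = 3) in GFP neg glioma monocytes, a difference within the spread (exact two-sided permutation test on the logit scale, p = 0.9, where 3 against 3 cannot go below 0.1). Without Ly6C high mouse 23 the logit difference was 0.211 and without GFP neg mouse 26 0.089, against -0.16 over all.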
